# Transcriptome Profiling of Placenta through Pregnancy Reveals Dysregulation of Bile Acids Transport and Detoxification Function

**DOI:** 10.3390/ijms20174099

**Published:** 2019-08-22

**Authors:** Peng Wang, Yumo Song, Heju Zhong, Sen Lin, Xiaoling Zhang, Jian Li, Lianqiang Che, Bin Feng, Yan Lin, Shengyu Xu, Yong Zhuo, De Wu, Douglas G. Burrin, Zhengfeng Fang

**Keywords:** placenta, pregnancy, high-throughput RNA sequencing (RNA-Seq), bile acid transport, bile acid sulfation, long non-coding RNA (lncRNA)

## Abstract

Placenta performs the function of several adult organs for the fetus during intrauterine life. Because of the dramatic physiological and metabolic changes during pregnancy and the strong association between maternal metabolism and placental function, the possibility that variation in gene expression patterns during pregnancy might be linked to fetal health warrants investigation. Here, next-generation RNA sequencing was used to investigate the expression profile, including mRNAs and long non-coding RNAs (lncRNAs) of placentas on day 60 of gestation (G60), day 90 of gestation (G90), and on the farrowing day (L0) in pregnant swine. Bioinformatics analysis of differentially expressed mRNAs and lncRNAs consistently showed dysregulation of bile acids transport and detoxification as pregnancy progress. We found the differentially expressed mRNAs, particularly bile salt export pump (*ABCB11*), organic anion-transporting polypeptide 1A2 (*OATP1A2*), carbonic anhydrase II (*CA2*), Na^+^-HCO_3_^−^ cotransporter (*NBC1*), and hydroxysteroid sulfotransferases (*SULT2A1*) play an important role in bile acids transport and sulfation in placentas during pregnancy. We also found the potential regulation role of *ALDBSSCG0000000220* and *XLOC_1301271* on placental *SULT2A1*. These findings have uncovered a previously unclear function and its genetic basis for bile acids metabolism in developing placentas and have important implications for exploring the potential physiological and pathological pathway to improve fetal outcomes.

## 1. Introduction

Placenta is a temporary organ supporting the normal growth and development of the fetus during pregnancy. During this period, placenta is not only responsible for exchange of oxygen, iron, and substrate transfer such as sugar and amino acids, but also participates in proteins and peptide hormones synthesis and placental immunology [1,2]. Moreover, placenta also performs the function of several adult organs for the fetus during intrauterine life [3]. For example, toxic endogenous compounds including bile acids (BA) are transformed and eliminated by the hepatobiliary system with the collaboration of the kidney in adult [4]. However, the situation is different for the fetus during pregnancy. Owing to its immaturity, fetal liver can produce BA, but is not able to eliminate them into bile [5,6,7,8,9]. Placenta is the major organ responsible for fetal BA and biliary pigments transport. Then, the BA and biliary pigments of fetal origin are eliminated into feces and urine after biotransformation through maternal liver and, to a lesser extent, maternal kidney [9]. Noteworthy, several pregnancy-associated liver diseases are associated with impaired placental function, especially in intrahepatic cholestasis of pregnancy (ICP). Placental BA transport function is impaired in ICP patients and thus has adverse effect on fetal pregnancy outcomes through limiting fetal BA excretion [10,11,12]. Thus, maintaining proper function of placentas has great implication for fetal health [13].

Pregnancy is commonly associated with extensive physiological and metabolic changes to accommodate the growing needs of fetuses [14]. A typical example is the progressive increase of serum BA during pregnancy, especially in the second and the third trimester [15,16], and a subset of women with serum BA level above reference ranges (≥11 μmol/L) develop intrahepatic cholestasis of pregnancy (ICP) [17]. Studies in ICP patients and maternal cholestasis model during pregnancy have shown the impaired placental function, including the reduced fetal BA transport from fetuses to mother [18] and placental oxidative stress and apoptosis (19) [19]. Consistent with results in pregnant women [15], maternal BA metabolism in pregnant swine was dysregulated with the advance of pregnancy [8]. In addition, our recent study also indicated the impairment of placental BA transport function as pregnancy advanced, which further affected the BA homeostasis of fetuses [8]. However, the genetic and molecular basis for placenta to perform preprogrammed function, particularly BA metabolism, is largely undetermined as pregnancy advances. Next generation high-throughput RNA-Sequencing (RNA-Seq) has become a popular and comprehensively informative approach to study transcriptional changes of placentas [20,21,22]. Recent studies have revealed that lncRNAs participate in modulation of biological functions, through regulating gene expression during chromatin remodeling, transcription, and post-transcription, and thus could be a potential therapeutic target [23,24,25]. Therefore, our aim in this study was to identify the key mRNAs and lncRNAs, especially enriched in BA metabolism, of placentas with the advance of pregnancy in swine through RNA-Seq. Our data revealed the key genes responsible for dysregulation of BA transport and detoxification in placentas with the advance of pregnancy.

## 2. Results

### 2.1. RNA Sequencing and Identification of mRNAs in All Porcine Placentas

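Placental RNA was compared between 3 gilts at G60, 3 at G90 and 4 at L0, each placenta from a separate gilt, so that n counts gilts. G60 and G90 stand for days 60 and 90 of gestation and L0 for the farrowing day. The methods give paired reads of 150 bp and the sample labels 100 bp, and the number of reads behind a value is not in the deposited tables. The deposited tables give, for each library, the FPKM of transcript start, transcript end and splicing events, from alignment with TopHat2 2.0.9 and assembly with Cufflinks 2.1.1. Events of first and last exons were joined across the libraries through 24019 reference transcripts. Transcripts that shared an assembled locus in at least 9 libraries, or were paired with the same gene, were taken as 1 locus. This gave 20387 loci, of which 15903 had at least 0.1 FPKM in at least 3 libraries and were tested. Values of log2(FPKM + 1) of the 10 libraries were fitted together in limma, with Benjamini-Hochberg adjusted p values within each comparison. A log2 fold change from limma is a difference between group means of these values. Where FPKM is low, the added 1 makes it smaller in size than the change in FPKM itself. The files or Tables S2 and S3 pair 6612 of the tested loci with a gene identifier, and the other loci have no name here. The tables do not mark lncRNA, which were not analysed as a class here and could not be kept out of the loci.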

RNA-Seq methods were used to detect mRNA and lncRNA transcripts. RNA-Seq data showed an average of 109,932,040 raw reads and 106,071,702 clean reads per sample were obtained, and an average of 71.08% were mapped to a reference *sus scrofa* genome (Table S1). The percentage of reads mapped to the reference genome were similar between groups, suggesting that there were no sequencing biases in the data.

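The 10 placental libraries had similar FPKM distributions, with G90 replicate 2 the lowest. The median of log10(FPKM + 1) over the tested loci was 0.565 in G90 replicate 2 and lay between 0.669 and 0.716 in the other 9 libraries. Between 3.49% and 5.64% of the tested loci were listed at 0 in a library. A single locus, PIANP, held 69.9% of the summed FPKM of G60 replicate 3, 75.4% of that of L0 replicate 2 and 29.1% of that of G60 replicate 2. Pearson's r between libraries, across loci, was 0.898 to 0.953 within G60, 0.911 to 0.941 within G90 and 0.923 to 0.939 within L0, against 0.833 to 0.934 between groups. Loci are not independent replicates, so these r values describe the libraries and carry no p value.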

The expression levels were calculated and presented as a box plot of logarithmic transformed FPKM+1 values for each sample separately (Figure S1A), and the FPKM density distribution is shown in Figure S1B.

### 2.2. RNA Sequencing and Identification of Long Non-Coding RNAs (lncRNAs) in All Porcine Placentas

A total of 24,578 novel lncRNAs were assembled by Cufflinks and basic Scripture (Figure S2). As the identification of transcripts involved potential protein–coding fragments, Coding Potential Calculator (CPC), Pfam-scan (PFAM), phylogenetic codon substitution frequency (phyloCSF) and Coding-Non-Coding-Index (CNCI) were used to remove potential coding transcripts, and 15,342 putative lncRNAs were retained (Figure 1). The ALDB database was chosen as the lncRNA annotation reference, and 1220 lncRNAs were identified in the ALDB lncRNA annotation, indicating the presence of many novel lncRNAs (Figure S3).

### 2.3. Comparison of Features of mRNAs and Long Non-Coding RNAs (lncRNAs)

In this study, we characterized the basic feature of the lncRNAs and compared them with mRNAs. Our results showed that average lncRNAs expression level was lower than mRNAs and the identified lncRNAs were shorter in length than mRNAs, and they tended to have fewer exons (Figure 2A–C). The average length and exon of lncRNAs were 1045.84 bp long and 2.64 exons, respectively, while the mRNAs were 1982.69 bp long and 8.71 exons, respectively. Furthermore, the identified lncRNAs tended to be shorter in ORF length than mRNAs and most lncRNAs were less conserved than mRNAs (Figure 2D, Figure S4).

### 2.4. Placentas at Different Time of Pregnancy Have Distinct Gene Expression Profiles and Cluster Separately

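Between G60 and G90, DPPA5 and TM4SF5 fell and ZNF598, ZNF385D and HPSE rose. Between G60 and L0, CYP17A1, ESM1 and EGR1 rose, and DPPA5, IGFBP2 and ACP5 fell. From G90 to L0, CYP17A1 and EGR1 rose, while PTI, WFDC2 and IGFBP2 fell. In limma with an adjusted p under 0.05, 54 of 15903 loci differed between G90 and G60, 16 of them higher and 38 lower at G90, and 1701 had an unadjusted p under 0.05. For L0 against G60, 1412 loci differed, 752 higher and 660 lower at L0. For L0 against G90, 655 loci differed, 358 higher and 297 lower at L0. The balance of higher and lower loci depended on scaling: with TPM, 225 were higher and 60 lower at G90 than at G60, and 176 were higher and 535 lower at L0 than at G90. DPPA5 (ENSSSCG00000004283) lies on chromosome 1 from 59322090 to 59323218, in coordinates of the deposited tables, whose genome build is not stated there. Its FPKM was 1062 ± 305 (SD, n = 3) at G60, 3.54 ± 0.763 (SD, n = 3) at G90 and 3.03 ± 2.80 (SD, n = 4) at L0. DPPA5 had a log2 fold change of -7.84 (standard error 0.51, adjusted p = 0.00011 from limma) for G90 against G60 and of -8.27 (standard error 0.48, adjusted p = 6.89e-05 from limma) for L0 against G60. CYP17A1 (ENSSSCG00000010591), on chromosome 14 from 123773105 to 123779533, had 0.0544 ± 0.0687 FPKM (SD, n = 3) at G60, 4.37 ± 7.02 (SD, n = 3) at G90 and 191 ± 77.6 (SD, n = 4) at L0, with log2 fold changes of 7.41 against G60 (standard error 0.76, adjusted p = 0.00148 from limma) and 6.00 against G90 (standard error 0.76, adjusted p = 0.00708 from limma). ZNF598 had 29.1 ± 9.43 FPKM (SD, n = 3) at G90 and 0.894 ± 0.822 (SD, n = 3) at G60, a log2 fold change of 4.06 (adjusted p = 0.0121 from limma). DPPA5, TM4SF5 and ZNF598 stayed past the threshold in 10 of 10 fits with 1 library left out, HPSE in 5 and ZNF385D in 4. For L0 against G60 this held in 10 of 10 fits for CYP17A1, ESM1, EGR1 and DPPA5, in 7 for IGFBP2 and in 2 for ACP5, which had an adjusted p of 0.160 from limma without G60 replicate 2. For L0 against G90 it held in 10 for CYP17A1 and PTI, in 8 for EGR1, in 7 for IGFBP2 and in 3 for WFDC2. For the genes named here, every library of one group lay above every library of the other, in the comparisons given. The genes with the largest and smallest changes were chosen only among loci without overlap, so for them this adds no support. An exact permutation test of 3 gilts against 3 cannot give a two-sided p under 0.1, and one of 4 against 3 cannot give one under 0.0286. The counts depend on single libraries: without L0 replicate 2, 34 loci differed between G90 and G60, and without G60 replicate 2, 412 differed between L0 and G60, whereas without G90 replicate 2, 2423 did. L0 and G90 differed at 82 loci without G90 replicate 1 and at 1242 without G90 replicate 2.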

Compared with G60 placentas, 1079 mRNA transcripts (552 up-regulated and 527 down-regulated) and 274 lncRNA transcripts (170 up-regulated and 104 down-regulated) were differentially expressed in G90 placentas (*p* < 0.01, corrected *p* < 0.05) (Figure 3A, Table S2), whereas 3291 mRNA transcripts (1602 up-regulated and 1689 down-regulated) and 823 lncRNA transcripts (548 up-regulated and 275 down-regulated) were differentially expressed in L0 gilts (*p* < 0.005, corrected *p* < 0.05) (Figure 3B, Table S3). In unsupervised hierarchical clustering analysis, heat maps were generated using the differentially expressed lncRNAs and mRNAs, respectively, and they clearly self-segregated into G60, G90, and L0 (Figure 3C,D). These results reflect distinct lncRNAs and mRNAs expression profiles between different stages of pregnancy. 

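The L0 placentas formed a group of their own, whereas those at G60 and G90 did not part by stage in a tree cut into 3 clusters. On all 15903 tested loci (average linkage on 1 minus Pearson's r, tree with 3 clusters), the first cluster held G60 replicate 1 alone, the second held G60 replicates 2 and 3 with the 3 G90 libraries, and the third held the 4 L0 libraries. The adjusted Rand index, which is 1 for clusters equal to the groups, was 0.589. On the 1674 loci that differed in any comparison, which favours the groups by construction, the clusters and the index were the same. Because G60 replicate 1 took a cluster of its own, this cut left none to part the other G60 libraries from G90. Pearson's r was 0.953 between G60 replicates 2 and 3 and 0.941 between G90 replicates 1 and 3. Between G60 and G90 libraries it was at most 0.934. G90 replicate 2 had 0.915 and 0.911 with the other G90 libraries. Because lncRNA are not marked, they could be neither clustered on their own nor kept out of these loci.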

Six mRNAs and three novel lncRNAs were chosen for quantitative RT-PCR to confirm the reliability of RNA-Seq (Figure S5). The relative expression of mRNAs and lncRNAs determined by qRT-PCR showed consistent changes with RNA-seq results.

### 2.5. Dysfunction of Bile Acid Transport and Detoxification Are the Central Characteristics with the Advance of Pregnancy

To ascertain the functions of the differentially expressed mRNAs and connections among them, we performed GO term and KEGG pathway enrichment analysis between groups. In GO analysis of the differentially expressed mRNAs between G60 and G90, the significantly over represented terms are shown in Table S4, including apical plasma membrane, apical part of cell, cell surface, and extracellular region in cellular component; transporter activity and hydrolase activity in molecular function; biological process, metabolic process, transport, single-organism transport, transmembrane transport, bicarbonate transport, regulation of transport, and cellular process in biological process. 

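Among genes of bile acid transport, bicarbonate transport and complement, the sodium/hydrogen exchanger SLC9A3 was the only one past the test between G90 and G60. Of 9 measured transporters of bile acids and organic anions, none was higher and none was lower at an adjusted p under 0.05 from limma, and none was when adjusted over the list alone. Of 11 measured genes of bicarbonate and proton transport, 1 was higher and 0 lower, with 1 higher and 2 lower when adjusted over the list alone. Of 10 genes of sulfation and conjugation and of 19 complement genes, 0 passed over all genes and 0 when adjusted over the list alone. Of 16 genes of coagulation and fibrinolysis, 0 passed over all genes, and 3 were lower when adjusted over the list alone. The lists were written before the files were examined, though after Tables S2 to S7 had been seen, so the values adjusted over the list alone are not independent evidence. None of these 5 lists passed camera's test of the list as a whole between G90 and G60, with a preset or an estimated correlation. The lists were tested against 3872 genes with a symbol.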

KEGG pathway analysis on G90 vs. G60 showed that bile secretion and complement and coagulation cascades were the most enriched terms (*p* < 0.01, corrected *p* < 0.05) (Figure 4, Figure S6).

In the enriched bile secretion pathway, a total of 15 genes were significantly (*p* < 0.01, corrected *p* < 0.05) altered in G90 placentas compared with G60 placentas (Figure 4). 

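Of the 15 bile secretion genes shown in Figure 4, SLC9A3 rose from G60 to G90 and the other 13 tested did not pass. SLC9A1 rose from G60 to L0 together with SLC9A3. Its call was lost without G60 replicate 2 or G60 replicate 3 (adjusted p = 0.0733 and 0.0587 from limma). With last-exon events only or the replicate block it was lost too (adjusted p = 0.135 and 0.0574 from limma). ENSSSCG00000026730 was not measured in all libraries and was not tested. SLC9A3 (ENSSSCG00000026187), on the unplaced scaffold GL896367.1 from 3411 to 8636, had 0.374 ± 0.0305 FPKM (SD, n = 3) at G60, 12.6 ± 8.91 (SD, n = 3) at G90 and 16.3 ± 5.68 (SD, n = 4) at L0. SLC9A3 had a log2 fold change of 3.12 (standard error 0.41, adjusted p = 0.0152 from limma) at G90 and of 3.59 (standard error 0.39, adjusted p = 0.00152 from limma) at L0, both against G60. As ratios of mean FPKM, without the added 1, these changes were 5.07 and 5.45 on the log2 scale. The call at G90 was lost when only G60 and G90 were fitted (adjusted p = 0.109 from limma) and with the replicate number as a block (adjusted p = 0.0619 from limma). At an unadjusted p under 0.05, 8 of the 14 tested genes differed between G90 and G60, and adjusted over the list alone 1 was higher and 1 lower. Against G60, 2 of the 14 were higher and 3 lower at L0, with 3 higher and 4 lower when adjusted over the list alone. The paper chose these genes from the same placentas, so the list is not independent evidence.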

The expression of bile salt export pump (*ABCB11*, also known as *BSEP*), located in the apical membrane of human and rat hepatocytes and reported to export BA in ATP-dependent manner [26,27], were higher at G90 and L0 than at G60 (Figure 5A). 

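ABCB11 had its lowest FPKM at G60 and its highest at L0, but no comparison passed the test. ABCB11 (ENSSSCG00000015926) was read from its last exon on chromosome 15, from 84507649 to 84507840. Its FPKM was 10.5 ± 1.52 (SD, n = 3) at G60, 17.1 ± 2.70 (SD, n = 3) at G90 and 32.1 ± 15.6 (SD, n = 4) at L0. The log2 fold change was 0.65 (standard error 0.42, adjusted p = 0.636 from limma) for G90 against G60, where all G90 libraries lay above all G60 libraries (exact permutation test, two-sided p = 0.1, the smallest for 3 gilts against 3). For L0 against G60 it was 1.37 (standard error 0.39, adjusted p = 0.0551 from limma), and the exact permutation test gave a two-sided p of 0.0857. Without L0 replicate 1, this comparison passed (adjusted p = 0.00733 from limma).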

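SLCO1A2 was abundant in all placentas at G90 and in 2 of the 3 at G60, and below 1 FPKM in G60 replicate 1 and at L0. It fell from G90 to L0, whereas the comparisons with G60 did not pass. SLCO1A2 (ENSSSCG00000000584) lies on chromosome 5 from 55357542 to 55405412. Its FPKM was 0.25, 58.5 and 38.0 in G60 replicates 1 to 3, with a mean of 32.3 ± 29.6 (SD, n = 3), 70.3 ± 51.0 (SD, n = 3) at G90 and 0.0381 ± 0.0337 (SD, n = 4) at L0. SLCO1A2 had a log2 fold change of 1.99 (standard error 1.24, adjusted p = 0.619 from limma) for G90 against G60 and of -3.78 (standard error 1.16, adjusted p = 0.0711 from limma) for L0 against G60. For L0 against G90 it was -5.78 (standard error 1.16, adjusted p = 0.0310 from limma). All L0 libraries lay below all G60 libraries (exact permutation test, two-sided p = 0.0286, the smallest for 4 gilts against 3). The call for L0 against G90 was kept in 4 of 10 fits with 1 library left out. Without G60 replicate 1, L0 against G60 passed (log2 fold change -5.54, adjusted p = 0.000714 from limma), and it also passed with a pseudocount of 0.1 (adjusted p = 0.0466) and with TPM. The difference between G90 and G60 rested on single G60 libraries, with 0.24 without replicate 1 and 3.02 without replicate 2.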

The expression of organic anion-transporting polypeptide 1A2 (*SLCO1A2*, also known as *OATP-A*), mediating hepatocellular uptake of organic anions, including conjugated BA and estrone-3-sulfate, accompanied by bicarbonate efflux [28,29,30], was higher at G90 than at G60, while lower at L0 than at G60 (Figure 5B). It was noteworthy that carbonic anhydrase II (*CA2*), catalyzing the conversion of CO_2_ to the bicarbonate ion and protons [31], and Na^+^-HCO_3_^−^ cotransporter (*NBC1*, also known as *SLC4A4*) (Figure 5C,D), which participates in bicarbonate production and uptake [32,33], were significantly down-regulated at G90 and L0 compared with that at G60, suggesting impairment of BA exchange between fetal and maternal units. These observations suggested the availability of bicarbonate might be limited, which may lead to the metabolic derangement in patients with cholestatic liver diseases [34] and thus may impair the ability of placentas to transport fetal BA into maternal circulation.

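CA2 and SLC4A4 had lower mean FPKM at G90 and L0 than at G60, but neither passed the test. CA2 (ENSSSCG00000006140), on chromosome 4 from 56156732 to 56174841, had 33.5 ± 15.2 FPKM (SD, n = 3) at G60, 18.8 ± 15.5 (SD, n = 3) at G90 and 12.3 ± 4.17 (SD, n = 4) at L0. CA2 had a log2 fold change against G60 of -1.07 (standard error 0.62, adjusted p = 0.587 from limma) at G90 and of -1.32 (standard error 0.58, adjusted p = 0.162 from limma) at L0. Every L0 library lay below every G60 library (exact permutation test, two-sided p = 0.0286), and L0 against G60 passed without both G60 replicate 1 and G90 replicate 2 (adjusted p = 0.0273 from limma). SLC4A4 (ENSSSCG00000008943), on chromosome 8 from 71840474 to 72050171, had 2.09 ± 1.66 FPKM (SD, n = 3) at G60, 0.607 ± 0.310 (SD, n = 3) at G90 and 1.13 ± 0.274 (SD, n = 4) at L0. For SLC4A4 the log2 fold change against G60 was -0.81 (standard error 0.36, adjusted p = 0.453 from limma) at G90 and -0.40 (standard error 0.33, adjusted p = 0.454 from limma) at L0. Single libraries moved these values: at G90, CA2 had -0.36 without G90 replicate 2 and -1.70 without G90 replicate 3, and SLC4A4 had -1.23 without G60 replicate 1 and -0.41 without G60 replicate 3. At L0, SLC4A4 had -0.82 without G60 replicate 1 and -0.00 without G60 replicate 3, so no direction is given for it there. The difference between G60 and G90 was within the spread of the G60 libraries for both genes.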

Sulfation is an important pathway for the detoxification and elimination of BA during cholestatic liver diseases [35,36,37]. As a member of cytosolic sulfotransferases enzymes (SULTs), hydroxysteroid sulfotransferases (*SULT2A1*) mediates sulfo-conjugation of BA [38], leading to increased water solubility and thus facilitating BA elimination [35]. Placental expression of *SULT2A1* was higher at G90 than at G60, indicating the improved detoxification function of placentas, but was significantly decreased at L0 compared with that at G60 or G90 (Figure 5E). 

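SULT2A1 fell at L0 against G60 and against G90, and its higher mean at G90 than at G60 did not pass the test. In G60 replicate 1 it was far below the other G60 placentas, though above those at L0. SULT2A1 (ENSSSCG00000003130) lies on chromosome 6 from 49108567 to 49119941. Its FPKM was 1.77, 258 and 371 in G60 replicates 1 to 3, with a mean of 210 ± 189 (SD, n = 3), 892 ± 475 (SD, n = 3) at G90 and 0.171 ± 0.121 (SD, n = 4) at L0. The log2 fold change was 3.60 (standard error 1.52, adjusted p = 0.437 from limma) for G90 against G60, with overlapping libraries (exact permutation test, two-sided p = 0.2, smallest possible 0.1), and it was 1.32 without G60 replicate 1. The change was -5.79 (standard error 1.42, adjusted p = 0.0368 from limma) for L0 against G60 and -9.38 (standard error 1.42, adjusted p = 0.0144 from limma) for L0 against G90. With 1 library left out, the call for L0 against G60 was kept in 2 of 10 fits, with adjusted p of 0.145 and 0.126 from limma without G60 replicate 2 and replicate 3, and the call for L0 against G90 in 7 of 10. A fit of only G60 and L0 also lost the first call (adjusted p = 0.0565 from limma). A uterine gland gene, IGFBP2, had 17.3 FPKM in G60 replicate 1 and 4041 and 2584 FPKM in replicates 2 and 3. From the higher expression of SULT2A1 at G90 than at G60, the paper reasons that placental detoxification improved at G90, and it reports lower expression at L0. The paper also cites sulfated bile acids in maternal serum, which it gives as higher at G90 than at G60.

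**Figure D1:**
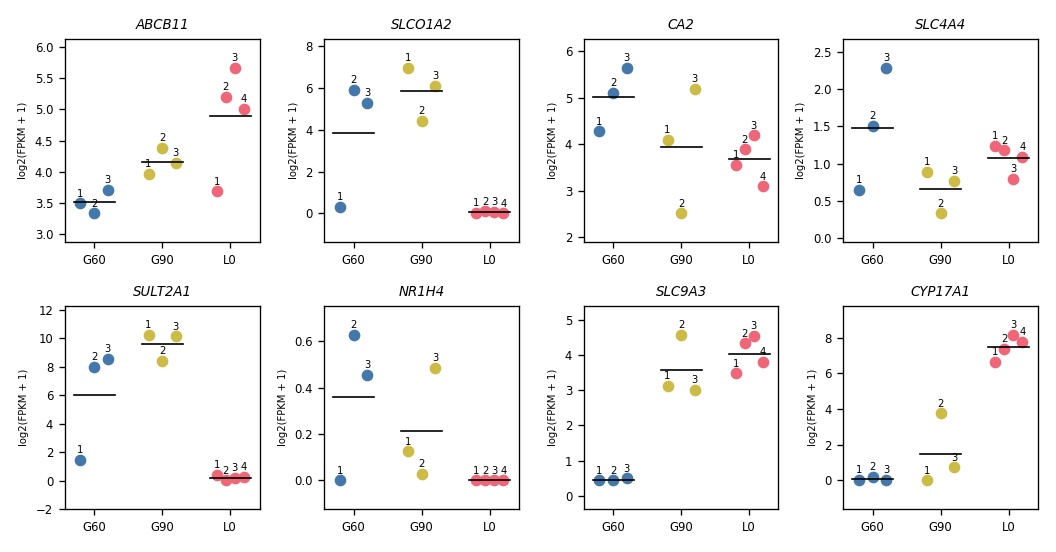
log2(FPKM + 1) of 8 genes of bile acid and steroid metabolism in each placental library at G60, G90 and L0. Points are libraries with their replicate number and lines are group means; SULT2A1 and SLCO1A2 are low in G60 replicate 1 and in the 4 L0 libraries.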

*FXR*, also known as *NR1H4*, can be activated by BA [39], especially CDCA, DCA, and LCA, and plays an important role in *SULT2A1* expression in liver [40] and a protective role in maternal cholestasis induced damage and oxidative stress [41]. 

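NR1H4, which encodes FXR, was near the floor at every stage and was listed at 0 in all 4 L0 placentas and in G60 replicate 1. NR1H4 (ENSSSCG00000000875), on chromosome 5 from 87784470 to 87828141, had 0.305 ± 0.278 FPKM (SD, n = 3) at G60 and 0.170 ± 0.203 (SD, n = 3) at G90. G90 and G60 did not differ (adjusted p = 0.806 from limma). L0 against G60 had an adjusted p of 0.151 from limma, and 0.0311 without G60 replicate 1. Since the tables give no read counts, the limit of detection at L0 is not known.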

Unexpectedly, the expression of *FXR* was not significantly different between G60 and G90 placentas and reached undetectable level in L0 placentas (Figure 5F). Consistent with KEGG pathway analysis, the TBA concentrations of placentas used for RNA-Seq were significantly increased from G60 to G90, and not significantly different between G60 and L0 (Figure 6). Further investigation showed that maternal serum TBA had a trend pattern similar with that in placentas (Figure S7).

In the enriched complement and coagulation cascades pathway, a total of 16 genes were differentially expressed (*p* < 0.01, corrected *p* < 0.05) in G90 placentas compared with that in G60 placentas (Figure 4). 

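Of the 16 complement and coagulation genes shown in Figure 4, none passed the test between G90 and G60. From G60 to L0, CFD and C5AR1 rose, and CPB2 and ENSSSCG00000030385 fell. From G90 to L0, CFD rose, and CFB, CFH and CD55 fell. SERPINA1 was not measured in all libraries, so 15 genes were tested in limma. Between G90 and G60, 0 were higher and 0 lower, 10 had an unadjusted p under 0.05, and 3 were lower when adjusted over the list alone. Other settings called some of them. With TPM, CFB, CFH and CD55 were higher and PROC lower at G90, but TPM also raised the median log2 fold change of all loci to 0.52. Without G60 replicate 1, CPB2 and PROC were lower (adjusted p = 0.0255 and 0.0155 from limma). Without both G60 replicate 1 and G90 replicate 2, CFB was higher (adjusted p = 0.0126 from limma). For L0 against G60, 2 were higher and 2 lower, with 2 higher and 8 lower when adjusted over the list alone. For L0 against G90, 1 was higher and 3 lower, with the same counts when adjusted over the list alone. CFD (ENSSSCG00000013418), on chromosome 2 from 77485872 to 77487847, had 52.2 ± 2.43 FPKM (SD, n = 3) at G60, 83.5 ± 11.7 (SD, n = 3) at G90 and 252 ± 86.7 (SD, n = 4) at L0. At L0 its log2 fold change was 2.17 against G60 (standard error 0.29, adjusted p = 0.00378 from limma) and 1.52 against G90 (standard error 0.29, adjusted p = 0.0282 from limma). CFB, read from its last exon, had 27.8 ± 24.5 FPKM (SD, n = 3) at G60, 104 ± 43.7 (SD, n = 3) at G90 and 0.0156 ± 0.0188 (SD, n = 4) at L0, a log2 fold change of -6.59 for L0 against G90 (adjusted p = 0.0201 from limma). CFB was listed at 0 in G60 replicate 1, as was the uterine gland gene WFDC2, which had 2770 and 2065 FPKM in replicates 2 and 3. With 1 library left out, the calls were kept in 10 of 10 fits for CFD and 2 of 10 for CPB2 against G60, and in 5 of 10 for CFD and 7 of 10 for CFB against G90. These genes were chosen by the paper from the same placentas.

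**Figure D2:**
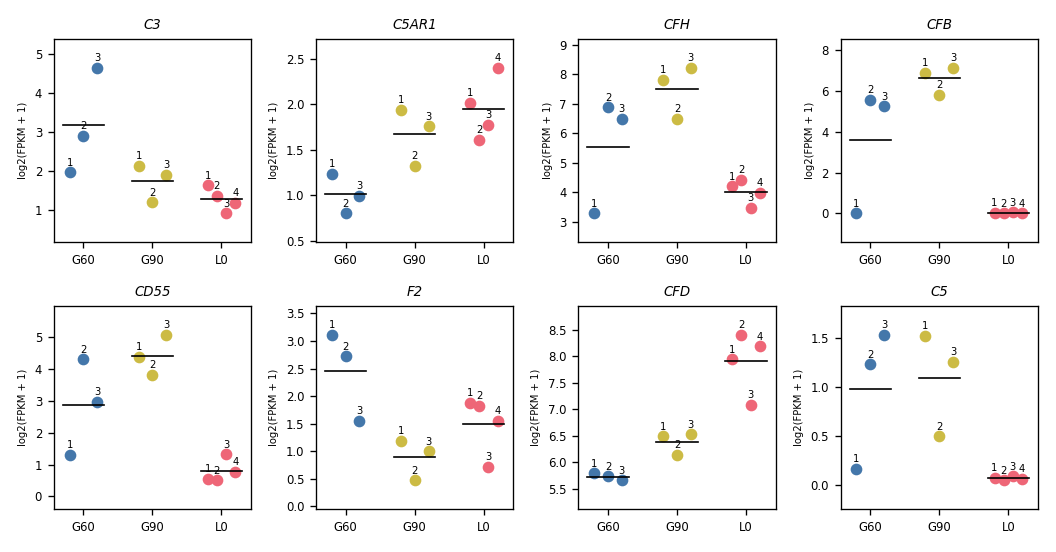
log2(FPKM + 1) of 8 complement and coagulation genes in each placental library at G60, G90 and L0. Points are libraries with their replicate number and lines are group means; CFD is highest in the 4 L0 libraries, and CFB and CD55 are low there and in G60 replicate 1.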

Remarkably, placental *C5aR1* (*C5R1*, *CD88*) expression at G90 was twice that at G60, and the higher *C5aR1* expression was maintained till L0 when maternal TBA levels restored to the levels at G60 (Figure 4, Figure S5). 

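C5AR1 rose from G60 to L0, and its higher mean at G90 than at G60 did not pass the test. C5AR1 (ENSSSCG00000029371), on chromosome 6 from 48523114 to 48537524, had 1.03 ± 0.310 FPKM (SD, n = 3) at G60, 2.24 ± 0.685 (SD, n = 3) at G90 and 2.95 ± 0.977 (SD, n = 4) at L0. All G90 libraries lay above all G60 libraries (exact permutation test, two-sided p = 0.1, the smallest for 3 gilts against 3). The log2 fold change was 0.66 (standard error 0.26, adjusted p = 0.395 from limma) for G90 against G60 and 0.94 (standard error 0.24, adjusted p = 0.0415 from limma) for L0 against G60. L0 and G90 differed by 0.28 (standard error 0.24, adjusted p = 0.550 from limma), and by 0.10 without G90 replicate 2. With 1 library left out, L0 against G60 stayed past the threshold in 3 of 10 fits, and it had an adjusted p of 0.160 in limma without G60 replicate 2.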

As the main source of C5a, the ligand of C5aR1, *C5* expression did not differ between G90 and G60 placentas (Figure 7B). 

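Both complement C3 loci had lower means at G90 than at G60, and ENSSSCG00000030385 fell from G60 to L0. ENSSSCG00000030385, on chromosome 2 from 72950402 to 72957974, had 11.2 ± 6.10 FPKM (SD, n = 3) at G60, 3.60 ± 1.37 (SD, n = 3) at G90 and 2.08 ± 0.745 (SD, n = 4) at L0. Its log2 fold change against G60 was -1.32 (standard error 0.40, adjusted p = 0.251 from limma) at G90 and -1.88 (standard error 0.37, adjusted p = 0.0159 from limma) at L0. The call at L0 was lost without G60 replicate 2 (adjusted p = 0.0667 from limma) or G60 replicate 3 (adjusted p = 0.0569 from limma). C3 (ENSSSCG00000013551), on the same chromosome from 72761363 to 72787995, had 11.0 ± 11.2 FPKM (SD, n = 3) at G60, 2.43 ± 1.05 (SD, n = 3) at G90 and 1.44 ± 0.511 (SD, n = 4) at L0. C3 had log2 fold changes of -1.43 at G90 (standard error 0.57, adjusted p = 0.402 from limma) and -1.89 at L0 (standard error 0.53, adjusted p = 0.0536 from limma), both against G60. The test at L0 lay near the threshold: C3 passed without G60 replicate 1 (log2 fold change -2.50, adjusted p = 0.0115 from limma), without G90 replicate 2 (adjusted p = 0.0492), with quantile normalization (adjusted p = 0.0441), with a pseudocount of 0.1 (adjusted p = 0.0468) and with last-exon events only (adjusted p = 0.0214). Without G60 replicate 3 the log2 fold change was -1.16 at L0 and -0.69 at G90.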

Placental *C3* is an upstream of C5 in complement system, and, interestingly, the expression of *ENSSSCG00000030385*, complement C3 precursor showed a lower expression at G90 than at G60 (Figure 4). The upregulation of complement factor H (*CFH*), which promotes dissociation of the C3 convertase enzyme [42] and protects against complement attack [43], might account for the decreased expression of *C3* in G90 placentas. 

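CFH fell from G90 to L0, and its higher mean at G90 than at G60 did not pass the test. CFH (ENSSSCG00000010893), on chromosome 10 from 24337266 to 24406910, had 71.1 ± 55.8 FPKM (SD, n = 3) at G60, 202 ± 105 (SD, n = 3) at G90 and 15.6 ± 4.29 (SD, n = 4) at L0. CFH had a log2 fold change of 1.96 (standard error 0.84, adjusted p = 0.447 from limma) for G90 against G60 and of -3.49 (standard error 0.79, adjusted p = 0.0427 from limma) for L0 against G90. The call at L0 was kept in 3 of 10 fits with 1 library left out, with the highest adjusted p, 0.144 from limma, without G90 replicate 3. Between G60 and G90 the value was 0.82 without G60 replicate 1.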

Expression of high levels of complement regulatory proteins including membrane cofactor decay accelerating factor (*DAF*, also known as *CD55*) was reported to be critical for the trophoblast to prevent excessive complement activation in the placentas [44]. It would appear that the higher placental expression of *CD55* at G90 than at G60 might be an adaptive response to activated complement system. 

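CD55 fell from G90 to L0 and varied at G60, where its FPKM was 1.48, 18.8 and 6.88 in replicates 1 to 3. The higher mean at G90 than at G60 did not pass the test. CD55 (ENSSSCG00000015664), on chromosome 9 from 74313769 to 74392732, had 9.07 ± 8.89 FPKM (SD, n = 3) at G60, 21.9 ± 9.90 (SD, n = 3) at G90 and 0.775 ± 0.505 (SD, n = 4) at L0. The log2 fold change was 1.56 (standard error 0.64, adjusted p = 0.423 from limma) for G90 against G60 and -3.64 (standard error 0.60, adjusted p = 0.0175 from limma) for L0 against G90. The last call was lost without G90 replicate 1, G90 replicate 3 or L0 replicate 2 (adjusted p of 0.0693, 0.0716 and 0.0596 from limma). For G90 against G60 the value was 0.78 without G60 replicate 1 and 2.29 without G60 replicate 2; neither passed.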

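F2, which encodes thrombin, had a lower mean at G90 than at G60, with no overlap between libraries, and did not pass the test. F2 (ENSSSCG00000013252), on chromosome 2 from 17145002 to 17170975, had 5.05 ± 2.89 FPKM (SD, n = 3) at G60, 0.893 ± 0.459 (SD, n = 3) at G90 and 1.95 ± 0.927 (SD, n = 4) at L0. For G90 against G60 the log2 fold change was -1.57 (standard error 0.43, adjusted p = 0.208 from limma; exact permutation test, two-sided p = 0.1, the smallest for 3 gilts against 3).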

In support of this notion, the gene *F2*, encoding for thrombin protein which is capable of generating the complement activation product C5a in the absence of C3 [45], showed a lower expression at G90 than at G60 placentas. Collectively, placental mRNA levels of genes on which we focused seemed not applicable to explain the up-regulated *C5aR1*. Given that 80–90% of the complement proteins are produced by the liver [46], we further tested the *C3* and *C5* expression in liver tissues and C5a concentrations in maternal peripheral serum and U-A, C-V, and U-C serum. No differences were observed in hepatic *C3* and *C5* expression and in serum C5a concentrations with the advance of gestation stage (Figure 7A,C,D).

Analyzing the differentially expressed mRNAs between L0 and G60, we found no significantly enriched terms in KEGG pathway (Figure S8A), although there existed plenty of GO enrichment terms, including regulation of transport, ATP synthesis coupled proton transport, transport, regulation of intracellular transport, sulfur compound metabolic process in biological process, and sulfur compound binding and catalytic activity in molecular function (Table S5).

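At L0, smooth muscle genes (DES, MYH11, CNN1, ACTA2) and immediate early genes (EGR1, EGR2, ZFP36) were higher than at G60, and genes of cell proliferation were lower. HBEGF, which is not on the immediate early list, was also higher. In limma, 9 of 11 smooth muscle genes rose and 0 fell, with the same count when adjusted over the list alone (median log2 fold change 2.20, camera adjusted p = 1.44e-06, and adjusted p = 0.383 with an estimated correlation). Of 24 immediate early and acute stress genes, 17 rose and 1 fell, with 20 higher and 1 lower when adjusted over the list alone (median 1.87, camera adjusted p = 1.75e-09, and adjusted p = 0.383 with an estimated correlation). Of 28 genes of cell proliferation, 16 fell and 0 rose, with 20 lower and 1 higher when adjusted over the list alone (median -0.82, camera adjusted p = 1.41e-05, and adjusted p = 0.539 with an estimated correlation). DES had 1.91 ± 0.270 FPKM (SD, n = 3) at G60 and 17.7 ± 2.97 (SD, n = 4) at L0, a log2 fold change of 2.67 (adjusted p = 0.000184 from limma). EGR1 had 3.55 ± 1.28 FPKM (SD, n = 3) at G60 and 55.5 ± 24.0 (SD, n = 4) at L0, a log2 fold change of 3.57 (adjusted p = 0.0107 from limma). Of 12 trophoblast genes, 6 rose and 0 fell, with 10 higher and 0 lower when adjusted over the list alone (camera adjusted p = 9.06e-05, and adjusted p = 0.383 with an estimated correlation). Of 21 angiogenic factors, 8 rose and 1 fell, with 10 higher and 1 lower when adjusted over the list alone (camera adjusted p = 0.00353, and adjusted p = 0.539 with an estimated correlation). Of 14 genes of oxidative phosphorylation, 4 fell and 0 rose, with 5 lower when adjusted over the list alone (camera adjusted p = 0.0181, and adjusted p = 0.709 with an estimated correlation), and this list did not pass without G60 replicate 1 (camera adjusted p = 0.109). Changed genes were over-represented among smooth muscle genes (Fisher's exact test, one-sided, adjusted p = 0.000286), immediate early genes (adjusted p = 5.86e-07 from the same exact test) and genes of cell proliferation (adjusted p = 0.000286), but not among trophoblast genes, angiogenic factors (adjusted p = 0.118 for both) or genes of oxidative phosphorylation (adjusted p = 0.683). Of 29 lists with at least 2 genes measured, 9 passed camera with a preset correlation and none with an estimated correlation. GO and KEGG terms were not recomputed, and the placentas at L0 were taken during delivery, those at G60 and G90 at laparotomy.

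**Figure D3:**
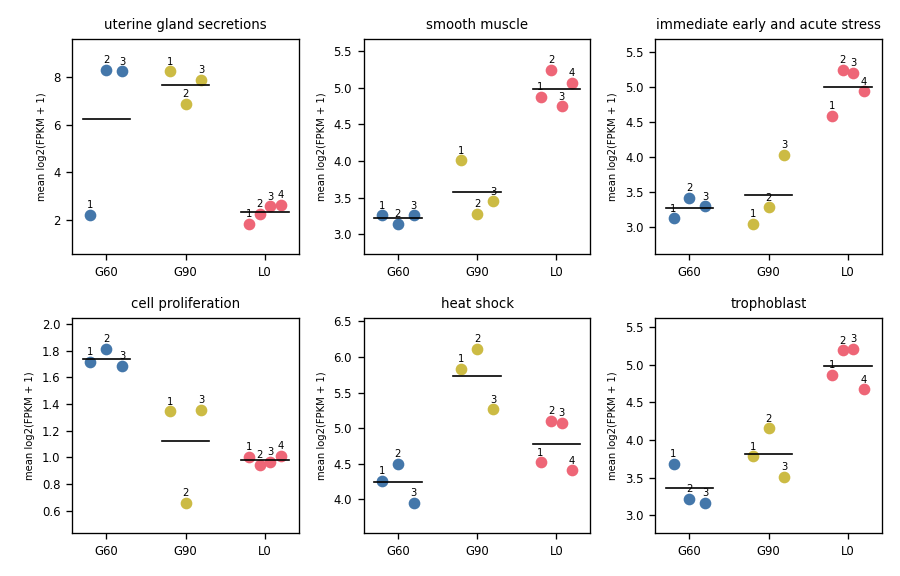
Mean log2(FPKM + 1) over the measured genes of 6 gene lists in each placental library at G60, G90 and L0. Points are libraries with their replicate number and lines are group means; the smooth muscle and immediate early lists are highest in the 4 L0 libraries.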

### 2.6. Prediction of Long Non-Coded RNAs (LncRNAs) Function

Recent studies have demonstrated that lncRNAs can regulate the expression of nearby and remote protein-coding genes in cis and trans, respectively [47,48]. The genomic feature of lncRNAs are shown in Figure S2. We performed the GO enrichment and KEGG pathway analysis of cis-mRNAs to predict the function of dysregulated lncRNAs between G90 and G60, no significant enrichment (corrected *p* > 0.05) was found since the number of cis-mRNAs was relatively small. There was also no significant enrichment (corrected *p* > 0.05) in GO analysis between L0 and G60, except “membrane-bound organelle”, which belongs to cellular component terms. We performed GO analysis on their trans-regulated target lncRNAs in two comparison groups. In GO terms, the significantly over-represented terms are shown in Tables S6 and S7 (*p* < 0.001, corrected *p* < 0.05). Although the existence of many common GO terms, no significantly enriched KEGG pathway was found between L0 and G60 (Figure S8B). We performed KEGG pathway analysis on their trans-regulated target lncRNAs between G90 and G60 (Figure 8). The significantly over-represented terms (*p* < 0.01, corrected *p* < 0.05) between G90 and G60 were olfactory transduction, bile secretion, staphylococcus aureus infection, and complement and coagulation cascades (corrected *p* = 0.08). The predicted function “bile secretion” and “complement and coagulation cascades” were same with mRNA, indicating the potential strong connection and interaction between lncRNAs and mRNAs. Remarkably, the up-regulated *XLOC_1301271* and *ALDBSSCG0000000220* were matched with *SULT2A1* (Figure 7B,C). The increased expression of *XLOC_1301271* and *ALDBSSCG0000000220* might affect expression of *SULT2A1* and therefore be involved in the BA metabolism in placentas. Moreover, there were some significantly enriched KEGG pathways different from mRNA results, including olfactory transduction and staphylococcus aureus infection (corrected *p* < 0.05). A recent study indicates that BA are natural ligands of olfactory systems [49]. However, the detailed relationship between these remained to be elucidated yet.

## 3. Discussion

Raised maternal serum BA is one of the most common phenomena among humans, rodents, and pigs during pregnancy [8,50,51,52]. High levels of maternal serum BA have been implicated in high levels of fetal BA through impairing transplacental export of BA from fetal into maternal system, especially when the fetal liver was able to synthesis BA, but not able to eliminate it, thus resulting in high risk of fetal death [10,53,54]. Previous reviews have summarized the hepatobiliary-like excretory role of placenta during pregnancy [55], however, the detailed placental function and its genetic basis during pregnancy are poorly understood. We here show novel findings in gilts demonstrating the dysregulated BA transport and metabolism and its genetic basis during pregnancy through mRNAs and lncRNAs analysis of placental function in developing placentas.

Consistent with impaired BA transport system of placentas in ICP patients and complete obstructive cholestasis in rats [12,18], our data showed that BA transport function of placentas was also impaired with the advance of pregnancy. Transporters, export pumps, and nuclear receptors involved in the liver excretory function may play a similar role in the placentas [56]. Studies in isolated membrane vesicles of human and rat placentas [57,58] have revealed the ATP-dependent transport system for BA across the TPMa plays an important role in the control of the overall fetal-maternal BA traffic. The multidrug resistance protein 2 (*MRP2*, also known as *ABCC2*), transports BA [59] and bilirubin glucuronides in ATP-dependent manner [60], and multidrug resistance protein 3 (*MRP3*, also known as *ABCC3*), also transports BA in ATP-dependent manner [61]. Consistent with the existence of *ABCC2* and *ABCC3* in rat placenta [55], our data showed the expression of *ABCC2* and *ABCC3* from G60 to L0, but their expression were not significantly different among G60, G90 and L0 (Tables S2 and S3). On the contrary, the expression of *ABCB11* was continuously increased from G60 to L0, and might be the main BA transport carrier located in the TPMa during pregnancy [55]. Moreover, in response to raised maternal BA at G90 compared with that at G60, the equivalent maternal BA input into placenta and output from placenta to mother [8] further verified the BA transport role of *ABCB11* in TPMa.

Studies in isolated membrane vesicles of human and rat placentas [62,63] have revealed that bicarbonate plays a critical role for BA exchange in the TPMb. In this study, *SLC01A2*, mediating hepatocellular uptake of organic anions including conjugated BA, accompanied by bicarbonate efflux [28,29,30], may be the main gene located in the TPMb and responsible for fetal BA excretion during pregnancy [9,55]. We further revealed the expression of *SLC01A2*, an orthologue of human *OATP1A2* [64], was highly correlated with maternal serum and placental TBA, as indicated by the expression of *SLC01A2* which was up-regulated from G60 to G90 when the maternal and placental TBA were increased, whereas was down-regulated from G90 to L0 when the maternal and placental TBA were decreased. These observations were consistent with the report that *OATP* was up-regulated by BA [28]. Interestingly, the expression of *SLC01A2* was not regulated by fetal serum BA, as fetal serum BA was continuously increased from G60 to L0. This observation may be explained by our previous results that placental TBA was of maternal origin, but not of fetal origin [8]. Unexpectedly, placental bicarbonate concentration was likely to decrease with the advance of pregnancy, which could be explained by two aspects. Firstly, placental expression of *CA2* and *SLC4A4*, responsible for bicarbonate production and uptake, respectively, were continuously decreased from G60 to L0. Secondly, carbonic anhydrase (CA), including bovine CA and human CA1 and CA2, were potently inhibited by bile salts [34] and showed BA species dependent effect [65,66,67]. In consideration of that CO_2_ diffuses across placenta predominantly in the molecular form rather than as bicarbonate ion [33] and the bicarbonate in mother was higher than in fetal unit in normal pregnancy [68], the decreased bicarbonate in placenta may limit BA exchange between fetus and mother in the TPMb.

In addition, our data also revealed the regulated BA metabolism in developing placentas. In humans, the hydrosteroid SULT (SULT2) family is comprised of two subfamilies, SULT2A1 and SULT2B1. SULT2A1 mediates sulfo-conjugation of endogenous molecules, including androgens, estrogens, and glucocorticoids, as well as BA, and thus facilitating BA detoxification and elimination [35], whereas SULT2B1 does not work in this way [38]. In this study, the expression of *SULT2A1* was significantly increased from G60 to G90, whereas it decreased from G90 to L0. Maternal serum sulfated BA being higher at G90 than at G60, and not significantly different between G90 and L0, further verified the BA sulfation function of placental *SULT2A1*, especially when the expression of *SULT2A1* in liver was not significantly different [8]. Furthermore, recent studies have revealed that lncRNAs, such as *lnc-HC* and *MEG3*, participate in BA metabolism, through regulating cholesterol 7α-hydroxylase (*CYP7A1*) and small heterodimer partner (*SHP*) [69,70]. In this study, the high consistency between function of dysregulated mRNAs and predicted functions of dysregulated lncRNAs suggests that lncRNAs play a critical role in regulating the expression of mRNAs, especially the potential regulation role of *ALDBSSCG0000000220* and *XLOC_1301271* on placental *SULT2A1*.

Bile acids have also been reported to induce placental inflammation by activating G protein-coupled bile acid receptor 1(*Gpbar1*)/ nuclear factor kappa B (*NF-κB*) [71], and placental damage, oxidative stress and apoptosis through tumor necrosis factor (*TNF*, also known as *TNFα*) and *FXR* [41,72]. 

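NFKB1 did not pass the test in any comparison, whereas CCL2, IL1A, IL1B and ICAM1 rose from G60 to L0 and VCAM1 fell. NFKB1 (ENSSSCG00000030957), on chromosome 8 from 127365660 to 127368850, had 15.5 ± 4.67 FPKM (SD, n = 3) at G60, 12.6 ± 1.92 (SD, n = 3) at G90 and 17.0 ± 5.19 (SD, n = 4) at L0. Its log2 fold change was -0.25 (adjusted p = 0.819 from limma) for G90 against G60 and 0.12 (adjusted p = 0.818 from limma) for L0 against G60. Without G60 replicate 1 these were -0.03 and 0.33, and without G60 replicate 3 they were -0.42 and -0.05. Of 26 genes of inflammation and NF-kappaB, 7 rose and 1 fell from G60 to L0, with 10 higher and 2 lower when adjusted over the list alone (median log2 fold change 0.45, camera adjusted p = 0.0323, and adjusted p = 0.539 with an estimated correlation). The list did not pass without G60 replicate 1 (camera adjusted p = 0.0908) or L0 replicate 1 (camera adjusted p = 0.0664), and between G60 and G90 0 of its genes passed, over all genes or when adjusted over the list alone. GPBAR1, RELA and TNF are not paired with a locus by the tables and were not analysed here.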

The expression of these genes was not significantly different among G60, G90, and L0 (Tables S2 and S3), implying that the gestation stage-dependent increase of placental bile acids may be not sufficient to evoke placental inflammation and oxidative stress.

In summary, genes encoding proteins responsible for placental BA transport and detoxification were dysregulated as pregnancy advanced. The high consistency between mRNAs and predicted functions of dysregulated lncRNAs implies that lncRNAs may play an important role in regulating the expression of mRNAs during pregnancy. These findings have uncovered a previously unclear function and its genetic basis in developing placentas and have important implications for exploring the potential physiological and pathological pathway to improve fetal outcomes.

## 4. Materials and Methods

### 4.1. Experimental Design and Sampling

A total of 10 placentas were sampled as described [73] from 10 LY (Landrace × Yorkshire) gilts on day 60 of gestation (G60), day 90 of gestation (G90), and the farrowing day (L0), respectively (*n* = 3, 3, and 4, respectively). Briefly, the placentas were collected 5 cm away from the umbilical cord and selected from fetuses with average body weight. The number of fetuses at G60, G90, and L0 is shown in Table S8. In consideration of that, serum BA levels were greatly affected by the postprandial time, which reached the peak levels at around 2 h after a meal and returned to base-line levels within 4 h in human [74,75], whereas it reached the peak levels at around 2 h after a meal and returned to base-line levels within 8 h in sows in our unpublished data, placentas, maternal livers, blood of uterine artery (U-A), uterine vein (U-V), and umbilical cord vein (C-V) were sampled after 8-h fasting when sows were laparotomized and under deep isoflurane-induced anesthesia at G60 and G90, respectively. Placental samples and peripheral blood samples were also collected at L0 during delivery. The peripheral blood samples of mothers were collected via catheters implanted at cephalic vein as described [76] after 12-h fasting or via ear vein when catheters did not work. All samples were immediately stored at −80 °C until analysis. The nutrient requirement of sows in every stage were determined according to the National Swine Nutrition Guide (NSNG, 2010, Ames, IA, USA) and the diet composition and feeding regimen were the same as we previously described [8]. The protocol of this study was approved by the Animal Care and Use Committee of Animal Nutrition Institute, Sichuan Agricultural University, and was carried out in accordance with the National Research Council’s Guide for the Care and Use of Laboratory Animals, Chinese Order No.676 of the State Council, date (1 March 2017).

### 4.2. Total Bile Acids

The total BA (TBA) were measured by the enzymatic cycling method assay kits in 7020 automatic biochemical analyzer (Hitachi, Tokyo, Japan) as described.

### 4.3. RNA Sequencing and Data Analysis of the Porcine Placentas

Total RNAs were isolated and quality controlled. Ribosomal RNA (rRNA) and rRNA free residue were removed by Epicentre Ribo-zero™ rRNA Removal Kit (Epicentre, Madison, WI, USA) and ethanol precipitation, respectively. RNA-Seq was performed on an Illumina Hiseq 2000 platform and 150 bp paired-end reads were generated according to Illumina’s protocol. Sequencing libraries were generated using the rRNA-depleted RNA by NEBNext^®^ Ultra™ Directional RNA Library Prep Kit for Illumina^®^ (NEB, Ipswich, MA, USA) following manufacturer’s recommendations. Products were purified by AMPure XP system (Beckman Coulter, Orange County, CA, USA) and library quality was assessed on the Agilent Bioanalyzer 2100 system (Agilent, Santa Clara, CA, USA). The data were analyzed and annotated by a pipeline developed in-house. Briefly, high quality clean reads were aligned to the reference genome using TopHat v2.0.9 (Washington, DC, USA). The mapped read were assembled by both Scripture (beta2, Cambridge, MA, USA) [77] and Cufflinks (v2.1.1, College Park, MD, USA) [78]. The candidate set of lncRNAs were filtered by CNCI (Coding-Non-Coding-Index) (v2, Beijing, China), CPC (Coding Potential Calculator), (0.9-r2, Beijing, China), Pfam Scan (v1.3, Hinxton, UK) and PhyloCSF (phylogenetic codon substitution frequency) (v20121028, Cambridge, MA, USA) tools. The differential expression analysis of mRNAs and lncRNAs was performed by Cufdiff based on the negative binomial distribution [78], with an *p*-adjust < 0.05 were assigned as differentially expressed. GOseq R package (Release 2.12, Melbourne, Australia) and KOBAS software (v2.0, Beijing, China) were used to perform the Gene Ontology (GO) and KEGG enrichment analysis of differential expression genes or lncRNAs target gene, respectively.

### 4.4. Real-Time RT-PCR

Total RNA was extracted from the frozen samples using the RNAiso Plus reagent (Takara Bio, Ltd., Dalian, China) according to the manufacturer’s specifications. The complementary DNA (cDNA) was synthesized using a reverse transcription kit (Takara Bio, Ltd., Dalian, China) and stored at 4 °C prior to real-time quantitative PCR (q PCR). Real-time PCR was performed on a QuanStudio^TM^ 6 Flex Real-Time PCR system (Applied Biosystems, Foster City, CA, USA) to quantify mRNAs or lncRNA expression with a commercial SYBR Green kit (Takara Bio, Inc., Dalian, China). Specific primers were designed using the software of primer BLAST from NCBI (Table S9). Amplification efficiency was controlled by the use of an internal control (β-actin). Relative quantification of target mRNAs or lncRNAs were calculated and normalized to β-actin expression. The gene expression levels of different samples was compared by the 2^−ΔΔ*C*T^ method [79,80].

### 4.5. Measurement of C5a

The C5a level of uterine artery, umbilical cord vein, uterine vein, and maternal vein serum were measured using the Elisa assay kits (Nanjing JianCheng Bioengineering Institute, Nanjing, China) following the manufacturer’s instruction.

### 4.6. Data Analysis

All data were analyzed by using the SAS statistical package (V9.4, SAS Institute Inc., Cary, NC, USA), except for the RNA-seq result. All values were expressed as means ± SE. Significant differences were analyzed by PROC GLM and least significant difference test or using the NPAR1WAY procedure of SAS 9.4 test for samples that were not normally distributed or homogeneous variances. *p* < 0.05 was considered statistically significant.

## Figures and Tables

**Figure 1:**
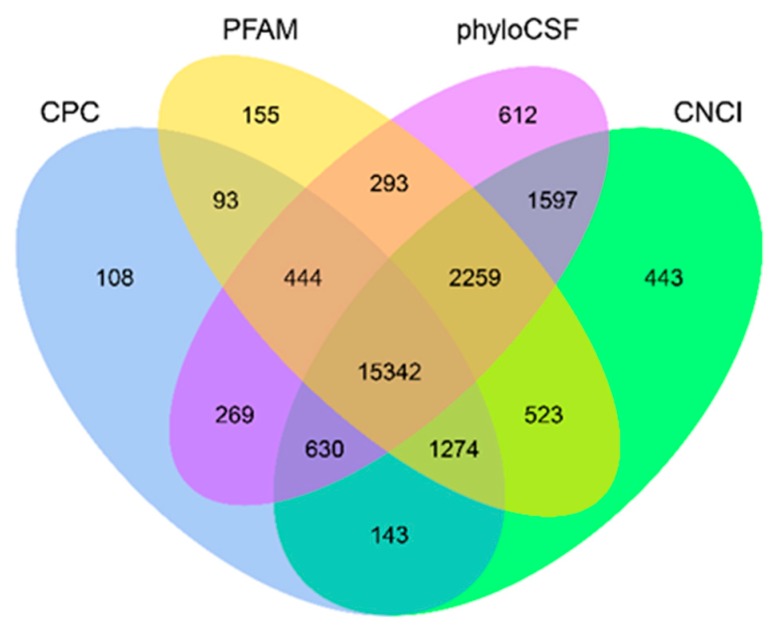
Screening of the candidate long non-coding RNAs (lncRNAs) in placenta transcriptome. Coding Potential Calculator (CPC), Coding-Non-Coding-Index (CNCI), Pfam-scan (PFAM) and phylogenetic codon substitution frequency (phyloCSF) were used to analyze the coding potential of lncRNAs. CPC, Coding Potential Calculator; PFAM, Pfamscan; PhyloCSF, phylogenetic codon substitution frequency; CNCI, Coding-Non-Coding-Index.

**Figure 2:**
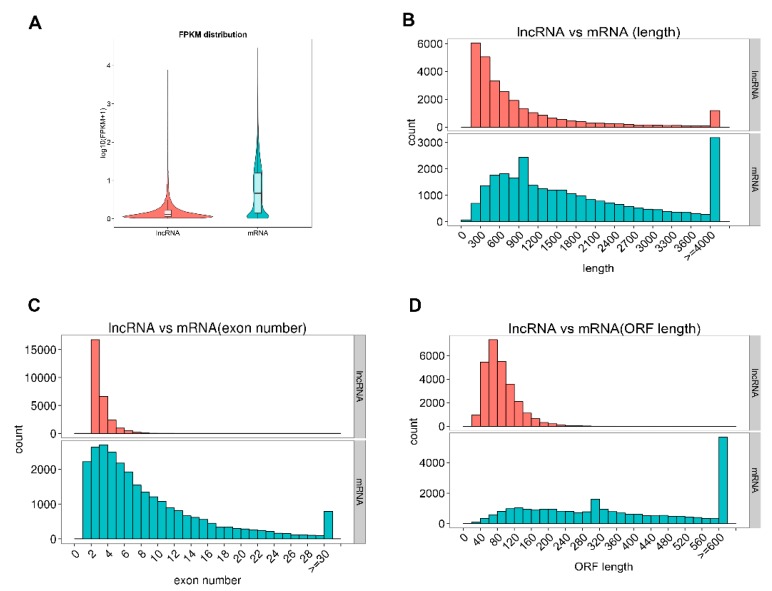
Comparison of expression levels and genomic feature of predicted long non-coding RNAs (lncRNAs) and mRNAs in pregnant swine placentas. (**A**) The expression levels (log_10_ (FPKM+1)) of mRNAs and lncRNAs; The (**B**) length, (**C**) exon number, (**D**) Open reading frame (ORF) length of mRNAs and lncRNAs, respectively.

**Figure 3:**
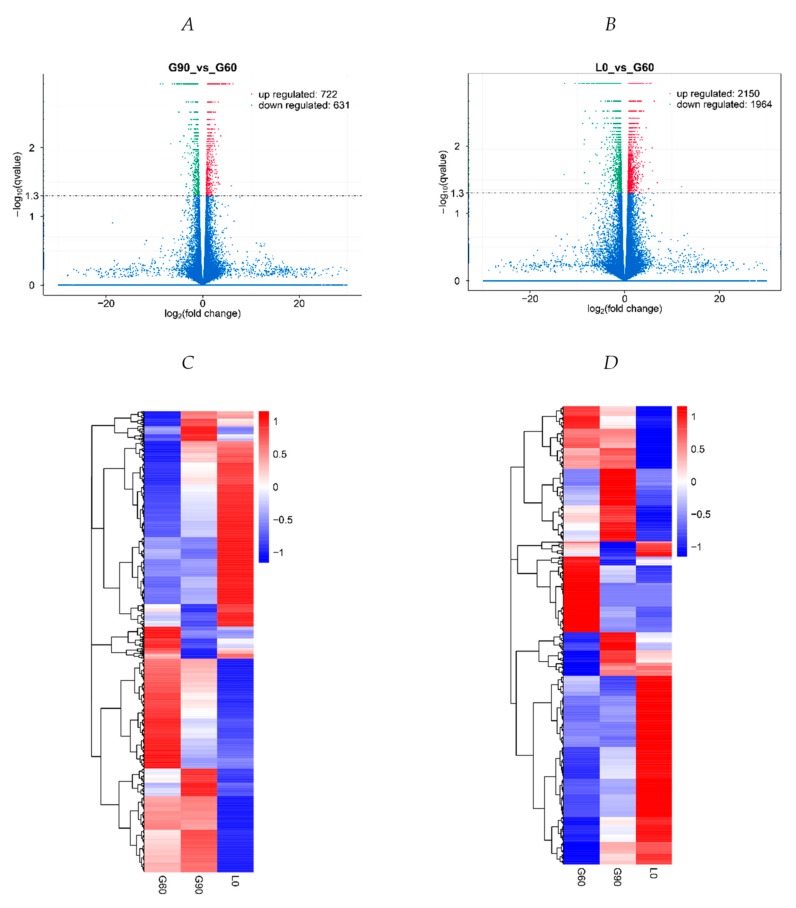
Transcriptome profile of RNA-seq data at G60, G90, and L0. (**A**) A volcano plot of differentially expressed transcripts, including mRNAs and long non-coding RNAs (lncRNAs), between G60 and G90, and (**B**) between G60 and L0. (**C**) Unsupervised hierarchical clustering of the expression profile of significant genes of mRNAs, and (**D**) lncRNAs among G60, G90, and L0.

**Figure 4:**
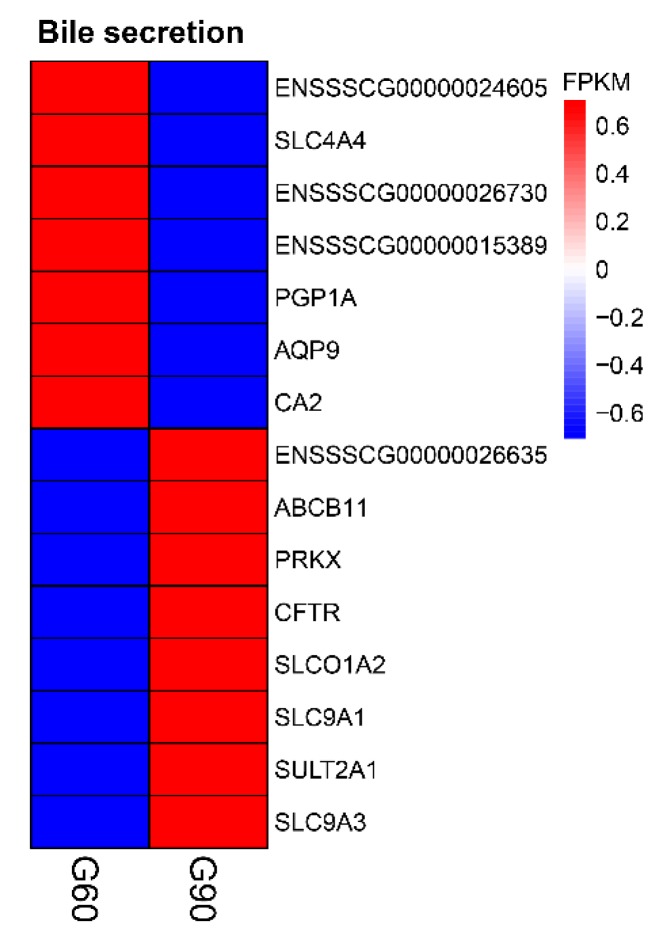
Unsupervised hierarchical clustering of the expression profile of significant genes enriched in bile secretion between G60 and G90 placentas.

**Figure 5:**
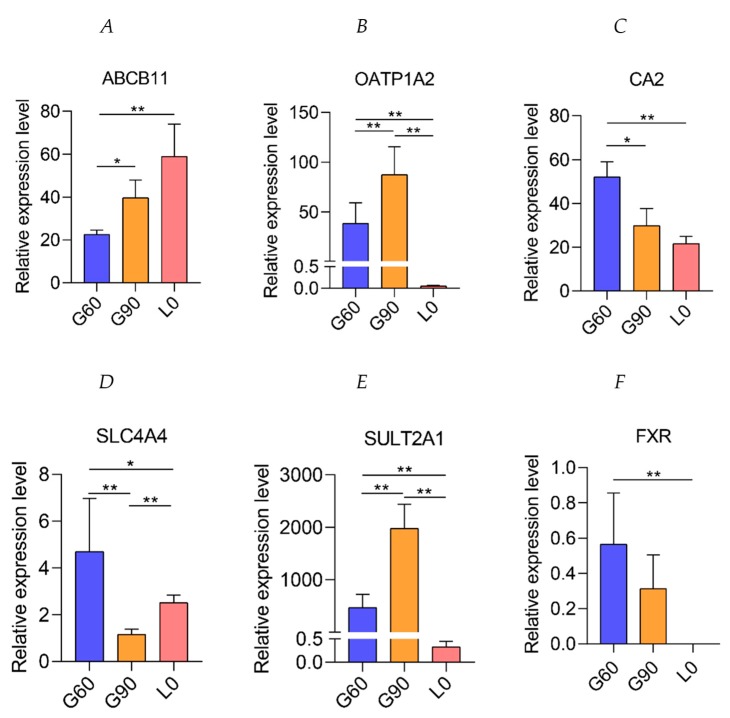
The differentially expressed genes involved in bile secretion at G60, G90, and L0 placentas. (**A**) The relative expression levels of *ABCB11*, (**B**) organic anion-transporting polypeptide 1A2 (*OATP1A2)*, (**C**) carbonic anhydrase II (*CA2)*, (**D**) *SLC4A4*, (**E**) hydroxysteroid sulfotransferases (*SULT2A1)*, and (**F**) *FXR* determined by RNA-Seq at G60, G90, and L0. Data are shown as means ± SE, * *p* < 0.05, ** *p* < 0.01.

**Figure 6:**
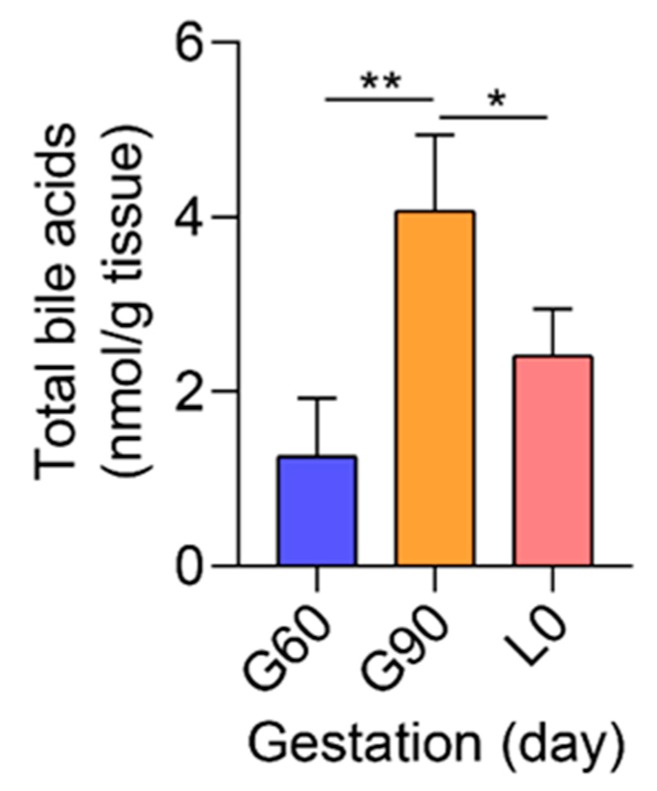
The total bile acids (TBA) of placentas used for RNA-Seq at G60, G90, and L0. *n* = 3–4/group. Data are shown as means ± SE, * *p* < 0.05, ** *p* < 0.01.

**Figure 7:**
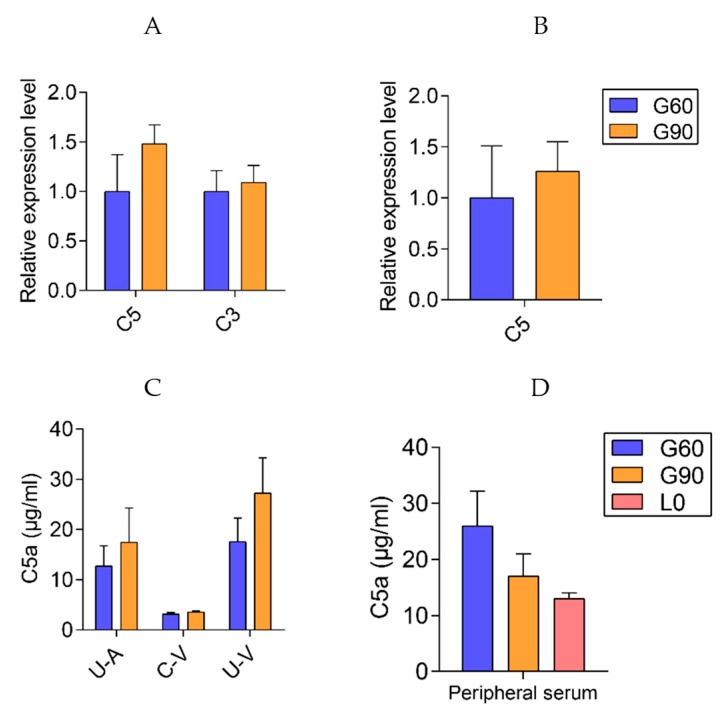
The complement system in livers and placentas. The expression of hepatic complement *C3* and *C5* (**A**) and placental complement *C5* (**B**) between G60 and G90 determined by qRT-PCR, *n* = 3–6/group. (**C**) The concentrations of complement C5a in U-A, U-V, C-V serum between G60 and G90, *n* = 5–6/group. (**D**)The concentrations of complement C5a in maternal peripheral serum, *n* = 10/group. U-A, uterine artery, C-V, umbilical cord vein, U-V, uterine vein. Data are shown as means ± SE.

**Figure 8:**
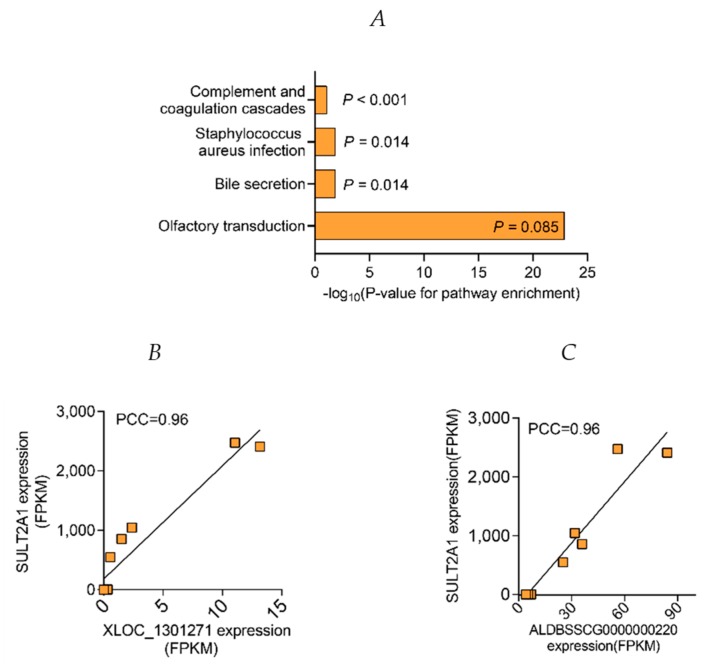
The significantly enriched Kyoto Encyclopendia of Genes and Genomes (KEGG) pathway of predicted trans-regulated targeted protein-coding genes of differentially expressed lncRNAs between G60 and G90. (**A**) The significantly enriched KEGG pathway of significantly differentially expressed mRNAs between G60 and G90. (**B**) A scatterplot of *XLOC_1301271* and *SULT2A1* expression levels in individual placental samples determined by RNA-Seq. (**C**) A scatterplot of *ALDBSSCG0000000220* and *SULT2A1* expression levels in individual placental samples determined by RNA-Seq. PCC, Pearson Correlation Coefficient; *n* = 3–4/group.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/20/17/4099/s1.

## Abbreviations

ICP	Intrahepatic cholestasis of pregnancy
RNA-Seq	RNA sequencing
BA	Bile acid
LncRNA	Long non-coding RNA
ABCB11/BSEP	Bile salt export pump
OATP1A2/SLCO1A2	Organic anion-transporting polypeptide 1A2
TPMa	Apical plasma membrane of the trophoblast
TPMb	Basal plasma membrane of the trophoblast
NBC1/SLC4A4	Na^+^-HCO_3_^−^ cotransporter
SULT2A1	Hydroxysteroid sulfotransferases
CA2	Carbonate anhydrase 2
FXR/NR1H4	Farnesoid X receptor

# Supplementary material for: Transcriptome Profiling of Placenta through Pregnancy Reveals Dysregulation of Bile Acids Transport and Detoxification Function
**Source:** Int J Mol Sci. 2019 Aug 22;20(17):4099. doi: 10.3390/ijms20174099
**Supplement:** Supplementary file 1

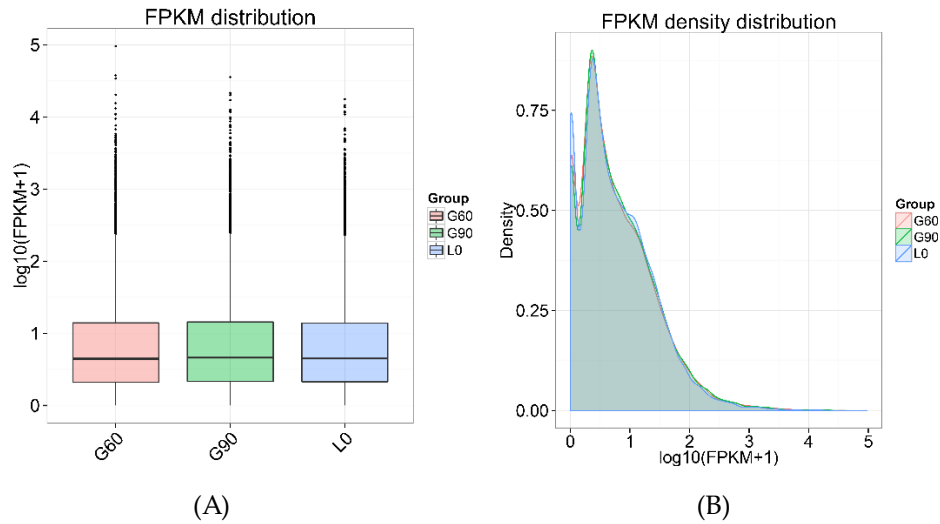

Figure S1 Transcripts expression level distribution of each placenta sample. (A) A box plot of FPKM distribution with different gestation stage on the horizontal axis and $\log_{10}(\text{FPKM}+1)$ on the vertical axis. (B) Density plot of expression distribution with $\log_{10}(\text{FPKM} + 1)$ on the horizontal axis and density on the vertical axis.

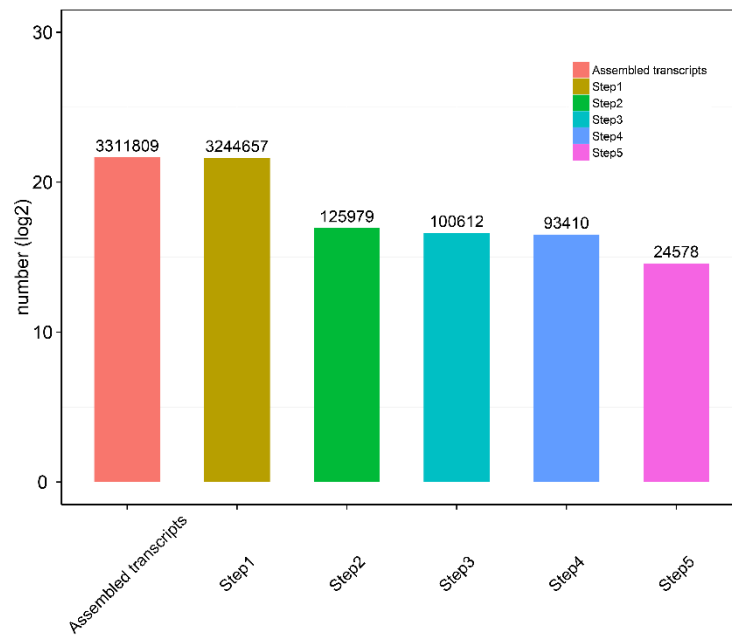

Figure S2 24,578 non-coding lncRNAs were selected by using Cufflinks and Scripture.

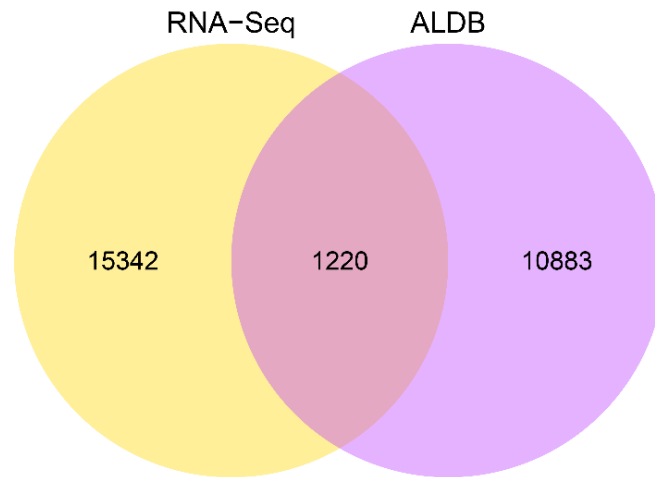

Figure S3 Screening of the known and novel lncRNAs in placenta transcriptome. Identification known and novel lncRNAs from ALDB.

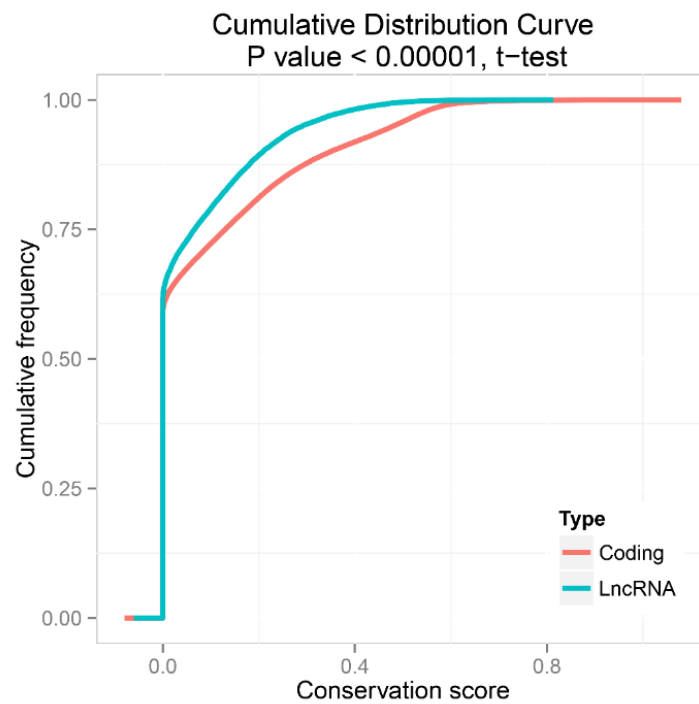

Figure S4 The conservation of the sequence in mRNAs and LncRNAs were evaluated using phyloP (<http://compugen.bscb.cornell.edu/phast/>).

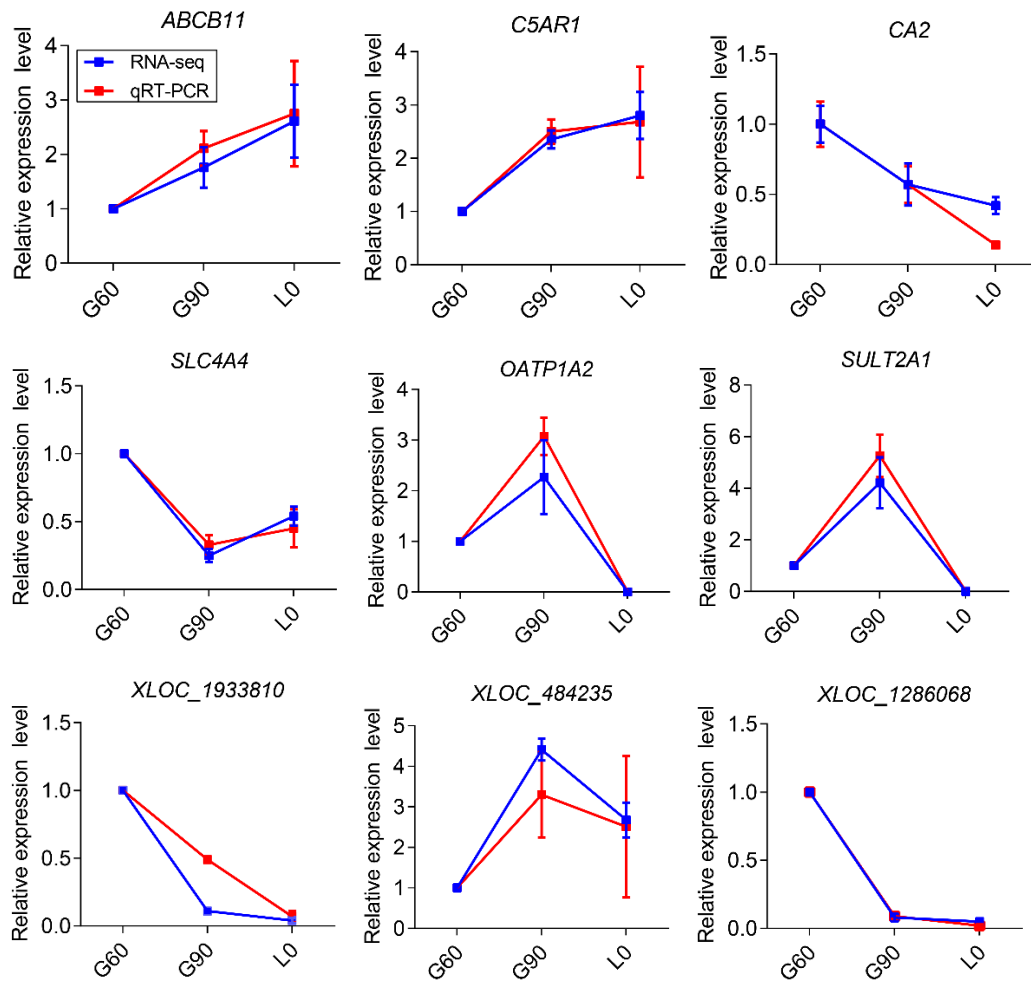

Figure S5 Confirmation of the expression patterns of mRNAs and lncRNAs using qRT-PCR. Six mRNA and three novel lncRNA were chosen for quantitative RT-PCR to confirm the reliability of RNA-Seq. Data are shown as means $\pm$ SE.

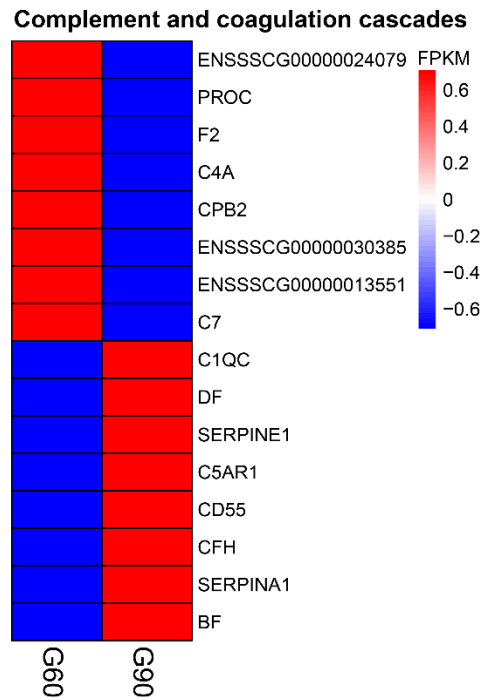

Figure S6 Unsupervised hierarchical clustering of the expression profile of significant genes enriched in bile secretion between G60 and G90.

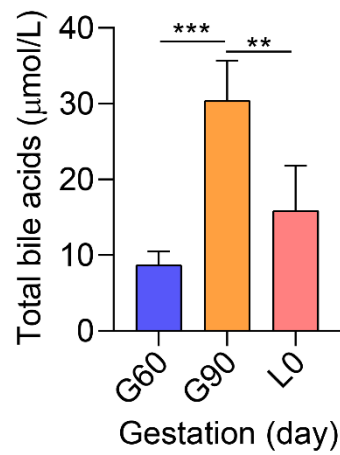

Figure S7 The dynamic change of TBA in maternal serum at G60, G90 and L0, respectively (n=10/group). Data are shown as means $\pm$ SE, * P < 0.05, ** P < 0.01, *** P < 0.001.

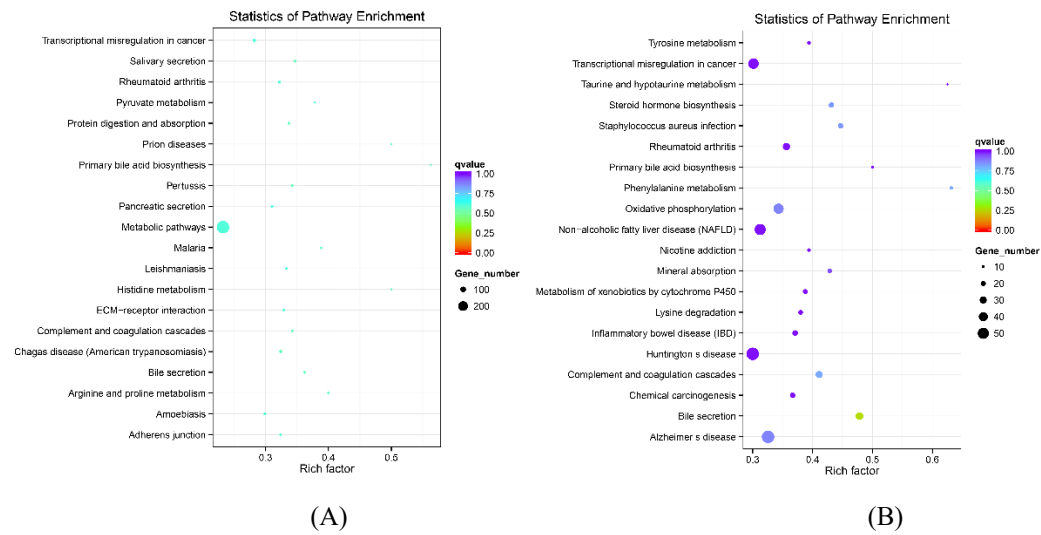

Figure S8 The KEGG pathway analysis of dysregulated mRNAs and predicted trans-regulated targeted mRNAs of differentially expressed lncRNAs. (A) The top 20 over-represented KEGG pathways of dysregulated mRNAs, and (B) predicted trans-regulated targeted mRNAs of differentially expressed lncRNAs between G60 and L0.

# Supplementary material for: Transcriptome Profiling of Placenta through Pregnancy Reveals Dysregulation of Bile Acids Transport and Detoxification Function
**Source:** Int J Mol Sci. 2019 Aug 22;20(17):4099. doi: 10.3390/ijms20174099
**Supplement:** Supplementary file 1

Table S8. The number of fetuses at G60, G90 and L0

Item	G60	G90	L0
Litter size	13.67	12.67	11.25
Live litter size	13.67	12.67	9.75

Table S9. Primer sets for real-time RT-PCR analysis

Gene	Forward (5'-3')	Reverse (5'-3')	Accession number
β -actin	AGAGCAAGAGAGGCATCCTG	CACGCAGCTCGTTGTAGAAG	XM_003124280.5
BSEP/ABCB11	GCCTGACCACGAGCATCT	AGGTCAGTTTCCAACCCTGAT	XM_003133457.5
SULT2A1	CCATGCGAGACAAGGAGAAC	CATGACCTGGAAGGAGCTGT	NM_001037150.1
C5aR1	TGGACTATGGTCGAGACGGT	ACAGATGGAGAGGGTGACCA	NM_001244215.1
C3	AGGCATCGTATCCTCTGGGA	ACATGGTCACCACCGACAAG	NM_214009.1
C5	ACTTGGTGACCTTCGACGTG	ACCCCTTGGGTCCAGAGTAA	NM_001001646.1
CA2	CTTTGACCCTCGTGACCTCC	CCATCGGGTGTTTCAGGTTCA	XM_001927805.2
OATP1A2/SLC01A2	TGACACTGGATCGGTGAACA	AGGAATGGCAGTGAGCACAT	NM_001256595.1
XLOC_1286068	AGCATCTGACTGAAGGACCAG	AGGGTCAGACTCAACATTTCCA	
XLOC_484235	CAGCCACCATCCACACTGAC	GCCAGGCAAGGACTTGACG	
XLOC_1933810	TAGCCCATCTGCTACCCAGC	AGCATGGCCAACAGTAACCAA

How the deposited data were processed for this re-analysis (not part of the article)

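Placentas of 10 gilts were sequenced, 3 at G60, 3 at G90 and 4 at L0, 1 placenta per gilt. The sample labels name Bowtie2 2.0.6, TopHat2 2.0.9, Cufflinks 2.1.1 and Cuffdiff 2.1.1. Each deposited table holds 1 library, with 1 line per transcript start, transcript end or splicing event, its coordinates, its FPKM and a reference transcript where one was matched. The values are FPKM of a single library, and no scaling between libraries is stated. The program that made the events and the genome build are not stated in the tables or the methods. Read counts and depth per library are not in the tables, so no counting error could be given, and the number of gilts sets the precision.

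The planned unit was the transcript. Because the tables list events, the unit used was the locus, a choice made after the tables were seen. Reference transcripts that shared an assembled locus in at least 9 libraries, or were paired with the same gene, were joined. The events of first and last exons gave the value, and the larger of both was taken. Of 60974 start and end events without a reference transcript, 14178 were given a locus by the same event in another library and 4417 as part of a locus with 1 unit only. This gave 20387 loci, 19337 of them with a value in all libraries. Gene names came from the tables for 5258 tested loci, from Table S3 for 739 and from Table S2 for 615. Tables S2 and S3 hold only transcripts that the paper called, so names are more frequent among these, and this copy of Table S3 lacks 2116 lines. The tables do not mark lncRNA, and lncRNA, their correlations with SULT2A1 and their levels against mRNA were not analysed.

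Loci at 0.1 FPKM or more in at least 3 libraries were kept (15903). log2(FPKM + 1) was fitted with limma 3.58.1 in R 4.3.3 (data.table 1.17.8), with a mean per group, a trend in the prior variance and robust estimation, and p values were adjusted by Benjamini-Hochberg within each comparison with a threshold of 0.05. Single genes were also tested by an exact two-sided permutation test on the difference of means. The 30 gene lists were written before the files were examined; 29 had at least 2 genes measured, and the list of Y chromosome genes had 0. Each was tested with camera at an inter-gene correlation of 0.01 and with an estimated correlation, and by a one-sided Fisher's exact test against 3872 genes with a symbol. Libraries were clustered by average linkage on 1 minus Pearson's r. The genes named are those named by the paper, the genes with the largest and smallest log2 fold changes whose libraries do not overlap, and the members of each list with the largest and smallest changes past the threshold, 127 genes in all; this rule was written after the values in Tables S2 and S3 had been seen. Other genes are named only as members of a list.

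The functions were tested on simulated data with the spread of the real loci. Of 50 loci lowered by 2 on the log2 scale at L0, 41 were called against G60, and of 50 lowered by 1, 12 were called. Of 15601 unchanged loci, 5 were called. The lowered loci were drawn only from those of higher expression, and noise was independent between loci. These rates therefore do not cover genes of low FPKM. Alternatives set before the data were examined were a pseudocount of 0.1, a minimum of 1 FPKM, no filter, median ratio scaling, quantile normalization, TPM, a fit of only the groups compared, a replicate block, sums per gene and each library left out in turn. Sums per gene changed nothing, since transcripts of the same gene had been joined already, so they test nothing. Those added after the values were seen were first-exon events only, last-exon events only, names paired by the files alone, and both G60 replicate 1 and G90 replicate 2 left out. Event tables were read with Python 3.11.15, pandas 2.3.3 and NumPy 2.4.6, and plots were drawn with matplotlib 3.10.9.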

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

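Tests for uterine epithelium, library scaling, cell shares and vessel wall, the test of a wrong label by 2 gene lists, and the count of stages by way of sampling were chosen after the result was seen; the tests of whole endometrium and of a wrong label over all loci were written before.

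Uterine gland genes, SULT2A1 and SLCO1A2 were abundant in G60 replicates 2 and 3 and at G90, and low in G60 replicate 1 and at L0. The uterine gland list (8 genes measured) had a median log2 fold change of -4.78 for L0 against G90, with 3 genes lower over all genes and 4 when adjusted over the list alone (camera adjusted p = 0.00272, and adjusted p = 0.683 with an estimated correlation). In G60 replicates 1, 2 and 3, ACP5 had 16.8, 3852 and 12868 FPKM and PTI 21.4, 1751 and 1262, and at L0 neither passed 14.6 FPKM.

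On the smooth muscle and immediate early lists, G60 replicate 1 lay 1.48 and 1.47 (log2) below the lowest L0 library. This was more than the ranges of the L0 libraries, 0.50 and 0.66, and argues against an L0 sample under a G60 label. The lists were picked after they had differed with that library counted as G60, so a wrong label is not excluded. The share of changed loci nearer to G60 in that library did not settle it. It was 57.5% (33.9% to 62.0% with another library left out), against 91.0% and 87.9% for replicates 2 and 3. Pearson's r of G60 replicate 1 was 0.910 and 0.898 with G60 replicates 2 and 3, and 0.869 to 0.901 with the L0 libraries. Library scaling is argued against by the gap of the gland list between G60 replicate 1 and the mean of replicates 2 and 3, which was -6.06 as deposited and -6.12 after median ratio scaling. RNA of the uterine epithelium in part of the samples is a hypothesis that stays open: the deviations of SULT2A1, SLCO1A2, CFB and CFH, genes picked from these libraries, from their group means had Pearson's r = 0.981 with those of the gland list over the 10 libraries (exact permutation within groups, adjusted p = 0.0903, smallest possible p 0.00116) and Spearman's rho = 0.806 (exact permutation, adjusted p = 0.185), neither past 0.05, and r was 0.907 without G60 replicates 1 and 2. The group means were taken with these libraries included, so this r is not free of G60 replicate 1, nor is the one given below without them. Of the 8 gland genes, 5 had at least 1 FPKM in G60 replicate 1 and in every L0 library, 1 is held by another list and 0 were named by the paper. RNA of the whole endometrium also stays open: r was 0.413 (exact permutation within groups, adjusted p = 0.0810) and rho 0.394 (exact permutation, adjusted p = 0.194) for the uterine tissue identity list, with r = 0.366 without the same libraries; its mean was 1.89, 2.10 and 2.07 in G60 replicates 1 to 3 and its median change at L0 was 0.02 against G60 and -0.06 against G90, so it did not fall with the gland list, but its genes went both ways at L0 (HOXA13 rose and PGR fell against G90) and the share of endometrium that the gland genes would need is not known, and a change in the placenta itself with stage, which was not tested, is open too.

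Smooth muscle genes and immediate early genes were higher at L0 than at both other stages. The medians were 2.20 and 1.87 against G60 and 1.98 and 1.64 against G90, with camera adjusted p of 0.383 and 0.632 for both lists with an estimated correlation. Fewer uterine cells at L0 would raise other cell types alike, if the cells lost held no muscle or vessels. The smooth muscle list lay above the endothelium list by 1.74 against G60 (exact rank-sum test, two-sided p = 0.0281). Against G90 it lay above by 1.36 (exact rank-sum test, two-sided p = 0.0128). These tests take genes of the same placentas as independent. Their p values do not measure the spread between gilts, so fewer uterine cells are not excluded. More vessel wall at L0 may contribute, since the endothelium list had a median of 0.46 against G60 (up to 0.80, without L0 replicate 2) and 0.62 against G90 (0.27 without G90 replicate 2 to 0.80 without G90 replicate 1), although it did not pass camera against G90 (adjusted p = 0.0709). Labor and the way of sampling cannot be told apart, because 0 stages were sampled in both ways.

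Other lists passed camera with a preset correlation and not with an estimated one. Between G60 and G90 the medians were 1.21 for heat shock, -0.76 for cell proliferation, 0.36 for trophoblast and 0.24 for T and NK cells; without G90 replicate 2 that of cell proliferation was -0.46, and the calls were lost for trophoblast without G60 replicate 2, G60 replicate 3 or G90 replicate 2 (camera adjusted p of 0.126, 0.139 and 0.466) and for T and NK cells without G60 replicate 1 or G90 replicate 1 (camera adjusted p of 0.110 and 0.297), whose median was 0.12 without G90 replicate 1 and 0.38 without G90 replicate 2 (camera adjusted p = 0.00057). Between G60 and L0 they were 1.24 for trophoblast, 0.91 for macrophages, 0.68 for angiogenic factors, 0.46 for endothelium, 0.45 for inflammation and NF-kappaB, -0.82 for cell proliferation and -0.63 for oxidative phosphorylation; macrophages did not pass without L0 replicate 1 or L0 replicate 4 (camera adjusted p of 0.0664 and 0.0593), nor oxidative phosphorylation and inflammation without G60 replicate 1 (0.109 and 0.0908), nor inflammation without L0 replicate 1 (0.0664), and endothelium had a median of 0.71 without G60 replicate 2, 0.80 without L0 replicate 2 and 0.70 without L0 replicate 3. Between G90 and L0 they were 0.91 for trophoblast, -0.71 for heat shock, which did not pass without G90 replicate 2 (camera adjusted p = 0.139), and -0.59 for oxidative phosphorylation.

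Splicing events, which the paper does not report, included 1074 ± 70.8 retained introns (SD, n = 4) at L0, against 853 ± 25.1 at G60 (SD, n = 3; exact permutation test, two-sided p = 0.0286) and 938 ± 29.6 at G90 (SD, n = 3; exact permutation test, two-sided p = 0.0571). Between G60 and L0, exon skipping events (exact permutation test, two-sided p = 0.314) and alternative exon ends (exact permutation test, two-sided p = 0.543) did not differ, while events of all kinds together were also more at L0, 69576 against 68275 (exact permutation test, two-sided p = 0.0286). Over the 111 introns listed in all libraries, the mean share of FPKM with the intron retained was 55.8% at G60, 56.9% at G90 and 56.4% at L0.

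Single L0 libraries lay far from the other 3 for 11 of 127 named genes and 1 of 29 lists, where chance gives about 5%. Most were genes near the floor at L0. Among expressed genes, PLAU had 20.5 FPKM in L0 replicate 4 against 43.7 to 45.3 in the others, COX6C had 119.8 in replicate 2 against 189.6 to 192.0, SLC19A1 had 10.9 in replicate 1 against 19.0 to 20.5, and PGP1A was listed at 0 in replicate 3 against 34.5 to 55.7. SLC5A6 had 1.58 FPKM in replicate 2 and was listed at 0 in the others. The genes near the floor were PGR (0.0927 FPKM in replicate 2), VEGFD (0.0740 in replicate 3), GSTT4 (0.0410 in replicate 2), GDF3 (0.0257 in replicate 3), ETNPPL (0.0148 in replicate 4) and PKD2L1 (listed at 0 in replicate 3, against 0.0904 to 0.101). The hypoxia and glycolysis list had a mean of 4.11 in L0 replicate 4 against 3.79 to 3.84.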

How the results depend on the processing

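First-exon events, last-exon events, names paired by the files alone, and the fit without both G60 replicate 1 and G90 replicate 2 were chosen after seeing the data. The counts of changed loci, 54 for G90 against G60, 1412 for L0 against G60 and 655 for L0 against G90, depended on the processing, while no named gene or list changed direction past the threshold. A pseudocount of 0.1 gave 35 loci for G90 against G60, and a fit of only the groups compared gave 19. Median ratio scaling gave 1068 loci and quantile normalization 1133 for L0 against G90. TPM gave 285, 835 and 711 loci. It moved the median log2 fold change of all loci from -0.07 to 0.52 for G90 against G60. For L0 against G60 it moved from -0.04 to 0.39. TPM divides by a library's sum, of which PIANP holds up to 75.4%. The balance of higher and lower loci also turned for L0 against G90 with median ratio scaling (468 and 600), quantile normalization (551 and 582), a fit of only the groups compared (190 and 377), and without G60 replicate 1 (392 and 471), G60 replicate 2 (208 and 239), G60 replicate 3 (198 and 200) or G90 replicate 2 (368 and 874), and for L0 against G60 with median ratio scaling (1004 and 1023), a fit of only the groups compared (791 and 937), and without G60 replicate 1 (595 and 898), G60 replicate 3 (247 and 281) or G90 replicate 2 (1093 and 1330). With the replicate block, 17, 532 and 64 loci differed, but the numbers do not pair the samples: r of deviations was -0.130 to 0.147 for equal numbers and -0.154 to 0.134 for others. Without both G60 replicate 1 and G90 replicate 2, 2635 loci differed between L0 and G60 (980 higher and 1655 lower) 1782 between L0 and G90 (483 higher and 1299 lower) and 77 between G90 and G60. For all these settings, TPM included, the cause was not tested. With 1 library left out, the counts were 34 to 78, 412 to 2423 and 82 to 1242. For G90 against G60 the lowest was without L0 replicate 2 (34). L0 against G60 gave 412 without G60 replicate 2, 528 without G60 replicate 3, 901 without L0 replicate 1, 595 without L0 replicate 2 and 2423 without G90 replicate 2. L0 against G90 gave 398 without G60 replicate 3, 82 without G90 replicate 1, 1242 without G90 replicate 2, 119 without G90 replicate 3, 222 without L0 replicate 1, 91 without L0 replicate 2 and 288 without L0 replicate 4. The adjusted Rand index of 0.589 was 0 with L0 left out and 0.484 to 0.739 with 1 library left out. Of the lists, 4, 9 and 6 passed camera in the 3 comparisons. For G90 against G60 this was 2 at a minimum of 1 FPKM, 2 with median ratio scaling, 2 with TPM and 2 with last-exon events only, and for L0 against G90 it was 10 without a filter; the cause was not tested. With 1 library left out, 3 to 5, 7 to 9 and 6 to 10 lists passed, the last 10 without L0 replicate 3. Of 135 calls of named genes, 131 were kept with median ratio scaling, 130 with quantile normalization, 85 with TPM, 48 with the replicate block and 57 without L0 replicate 2. Other splits of the libraries gave at most 35 loci for L0 against G60, where 1 of 35 splits, the real one, reached 1412, and at most 44 for L0 against G90, where 1 of 35 reached 655, so chance alone is argued against for both. For G90 against G60 the 10 splits are too few for a share under 0.05; the real split gave 54 and the highest other 6. The alternatives planned for lncRNA, for their correlations with SULT2A1 and for lncRNA against mRNA were not run because the tables do not mark lncRNA. On simulated data with these numbers of gilts, loci of higher expression were lowered at L0. Of 50 lowered by 1 on the log2 scale, 12 were called against G60, and of 50 lowered by 2, 41 were. Changes in genes of low FPKM and true changes between G90 and G60 were not simulated.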

Differences from the paper's values

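The paper's counts of changed mRNA transcripts were higher. The paper's values for G90 against G60 are 1079 transcripts, 552 higher and 527 lower, against 54, 16 and 38 loci here, and none of the alternatives set before the data were examined came within 1.5 times. The paper's values for L0 against G60 are 3291, 1602 and 1689, against 1412, 752 and 660 here; without G90 replicate 2, all of these came within 1.5 times (2423, 1093 and 1330), and under the other alternatives set before the data were examined they did not. Both used an adjusted p under 0.05; the paper also asked for an unadjusted p under 0.01 for G90 against G60 and under 0.005 for L0 against G60, which every locus called here met. The paper used Cuffdiff on transcripts, and limma was used here on loci. The direction of the changes was shared: of 983 loci in Table S2 that were tested, 965 had the paper's direction, 569 had an unadjusted p under 0.05 and 26 were called. Table S2 holds transcripts that the paper called in these same libraries, so the shared direction is not independent evidence of the changes.

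Of 46 log2 fold changes that Tables S2 and S3 give for genes shown or named by the paper, 3 differed, all for L0 against G60, with ratios of mean FPKM used here. These ratios lack the added 1 and are not the limma values given above. For SULT2A1 at L0 against G60 the ratio was -10.26 on the log2 scale. A value was counted as different when its sign was opposite or when it lay farther from the paper's than the replicate SD of the gene on the log2 scale, which was 2.46 for PGP1A between G60 and G90 (the paper's value -1.20, here -2.25) and 1.10 for CD55. For PRKX the paper's value is 1.26 and the value here 0.40, which differs under every alternative set before the data were examined except TPM. For CD55 the paper's value is -4.69 and the value here -3.55, which does not differ without G60 replicate 1, without G60 replicate 3 or without L0 replicate 3 and differs otherwise. For C4A the paper's value is -5.50 and the value here -4.10, which does not differ without G60 replicate 1 or without L0 replicate 2 and differs otherwise.

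The paper states that the libraries separated into the 3 stages in clustering. Here the adjusted Rand index was 0.589 in a tree cut into 3 clusters. L0 was apart, G60 replicate 1 stood alone, and G60 replicates 2 and 3 were grouped with G90. The paper states that 15 bile secretion genes and 16 complement and coagulation genes changed between G60 and G90; here 1 of 14 and 0 of 15 tested passed, while 8 and 10 had an unadjusted p under 0.05. ABCB11, SLCO1A2, SULT2A1, C5AR1, CFH and CD55 are given as higher at G90, and CA2, SLC4A4, F2 and ENSSSCG00000030385 as lower; the directions were the same here, but none passed in limma (adjusted p of 0.208 for F2 to 0.636 for ABCB11). For some mRNAs the paper also reports qRT-PCR, with changes like those of RNA-Seq. Its primers include ABCB11, SLCO1A2, SULT2A1, C5AR1 and CA2. Those measurements were not re-analysed here. TPM called SULT2A1, SLCO1A2, CFH and CD55 higher at G90. It also moved the median log2 fold change of all loci from -0.07 to 0.52 in that comparison, so these calls are not evidence about these genes alone. The fit without both G60 replicate 1 and G90 replicate 2, chosen after seeing the values, called SULT2A1. SLC4A4 is given as falling steadily to L0, and here its mean was 1.13 FPKM at L0 and 0.607 FPKM at G90, which did not differ (adjusted p = 0.510 from limma), so a further fall was not seen and a rise was not shown; CA2 at L0 did not pass against G60 (adjusted p = 0.162 from limma), except in that last fit (adjusted p = 0.0273).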

Other observations

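The test of loci listed at 0 was written before its result was seen; the other values here were noticed in the tables.

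No heat shock gene passed between G60 and G90 over all genes in limma, and 14 of 16 were higher at G90 when adjusted over the list alone, with CRYAB (log2 fold change 2.84), HSPB8 (2.71), DNAJB1 (2.34) and HSPH1 (2.34) the largest (camera adjusted p = 3.05e-11, and adjusted p = 0.571 with an estimated correlation). In the same comparison, 0 of 28 genes of cell proliferation passed over all genes, and 19 were lower and 1 was higher when adjusted over the list alone (camera adjusted p = 2.11e-08, and adjusted p = 0.680 with an estimated correlation). GCM1 of the trophoblast list rose, with a log2 fold change of 1.70 (adjusted p = 0.0190 from limma), a call kept in 7 of 10 fits with 1 library left out and lost without G60 replicate 3 (adjusted p = 0.0681 from limma), G90 replicate 2 or G90 replicate 3.

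C5 had 1.12 ± 0.905 FPKM (SD, n = 3) at G60, 1.22 ± 0.747 (SD, n = 3) at G90 and 0.0472 ± 0.0131 (SD, n = 4) at L0. Its log2 fold change was 0.12 for G90 against G60 (adjusted p = 0.937 from limma) and -0.91 for L0 against G60 (adjusted p = 0.0991 from limma). L0 against G60 passed without G60 replicate 1 (log2 fold change -1.31, adjusted p = 0.0142 from limma), and G90 against G60 was -0.29 without that library and 0.42 without G90 replicate 2. For L0 against G90 it was -1.02 (adjusted p = 0.0977 from limma), which passed without G60 replicate 1 (adjusted p = 0.0320), without G90 replicate 2 (adjusted p = 0.0448), in a fit of only the 2 groups (adjusted p = 0.0424) and with TPM.

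Some changed loci were listed at 0 in every library of a group, as GSTT4 at G90 and CCL27 at G60. There were 11 of 54 for G90 against G60, 37 of 1412 for L0 against G60 and 39 of 655 for L0 against G90. Values may have moved between reference transcripts of 1 assembled locus: of these loci, 27.3%, 32.4% and 15.4% shared an assembled locus with another, against 14.0%, 15.8% and 16.7% of the other changed loci (one-sided Fisher's exact test, p = 0.261, 0.0104 and 0.656). The difference passed for L0 against G60; for G90 against G60 the share was also higher but rests on 11 loci, and for L0 against G90 it was not higher.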
